# Ginsenoside Rg3 Reduces the Toxicity of Graphene Oxide Used for pH-Responsive Delivery of Doxorubicin to Liver and Breast Cancer Cells

**DOI:** 10.3390/pharmaceutics15020391

**Published:** 2023-01-24

**Authors:** Shadi Rahimi, Daniel van Leeuwen, Fariba Roshanzamir, Santosh Pandit, Lei Shi, Nima Sasanian, Jens Nielsen, Elin K. Esbjörner, Ivan Mijakovic

**Keywords:** doxorubicin, drug carrier, drug delivery, ginsenoside Rg3, graphene oxide

## Abstract

Doxorubicin (DOX) is extensively used in chemotherapy, but it has serious side effects and is inefficient against some cancers, e.g., hepatocarcinoma. To ameliorate the delivery of DOX and reduce its side effects, we designed a pH-responsive delivery system based on graphene oxide (GO) that is capable of a targeted drug release in the acidic tumor microenvironment. GO itself disrupted glutathione biosynthesis and induced reactive oxygen species (ROS) accumulation in human cells. It induced IL17-directed JAK-STAT signaling and VEGF gene expression, leading to increased cell proliferation as an unwanted effect. To counter this, GO was conjugated with the antioxidant, ginsenoside Rg3, prior to loading with DOX. The conjugation of Rg3 to GO significantly reduced the toxicity of the GO carrier by abolishing ROS production. Furthermore, treatment of cells with GO–Rg3 did not induce IL17-directed JAK-STAT signaling and VEGF gene expression—nor cell proliferation—suggesting GO–Rg3 as a promising drug carrier. The anticancer activity of GO–Rg3–DOX conjugates was investigated against Huh7 hepatocarcinoma and MDA-MB-231 breast cancer cells. GO–Rg3–DOX conjugates significantly reduced cancer cell viability, primarily via downregulation of transcription regulatory genes and upregulation of apoptosis genes. GO–Rg3 is an effective, biocompatible, and pH responsive DOX carrier with potential to improve chemotherapy—at least against liver and breast cancers.

## 1. Introduction

Cancer is a major global healthcare problem with 9.6 million deaths reported in 2018 [1]. Various chemotherapy techniques, including doxorubicin (DOX) chemotherapy, are clinically applied to promote patient survival by suppressing tumor proliferation [2]. One of the caveats of DOX chemotherapy is its lack of selectivity, which results in deleterious side effects throughout the patient’s body [3]. The therapeutic utilization of DOX is limited due to its cardiotoxicity and nephrotoxicity [4,5]. DOX-induced cellular injury involves lipid peroxidation, changes in adenylate cyclase activity, and the formation of reactive oxygen species (ROS), thereby leading to DOX-induced inflammation and apoptosis [4]. To improve DOX chemotherapy’s efficacy and selectivity, various innovative drug delivery systems have been evaluated over the past few decades [6]. However, the issues with DOX’s lack of selectivity and side effects are still not resolved.

One family of efficient drug delivery systems comprises graphene-based water-soluble nanosheets. Among these, graphene oxide (GO) sheets have received considerable attention [7,8]. GO, an oxidized form of graphene, shows good biocompatibility and water dispersibility [9]. The hexagonal rings of carbon atoms in GO bear oxygen functional groups, such as carboxylic, hydroxyl, and epoxide groups, that are primarily distributed on the edges of the sheet. In addition to improving water dispersibility, these functional groups enhance the capacity of GO to reversibly interact with different types of drugs. This property can be used to achieve controlled drug delivery and release [10]. There are several studies on using GO as the platform for the delivery of DOX [11,12,13,14,15]. GO is an advantageous DOX carrier due to its pH-dependent interaction with the drug, favoring DOX release in the acidic tumor microenvironment. Specifically, the protonation of amino groups on DOX leads to dissociation from GO, and the hydrogen-bonding interactions between GO and DOX are also weakened at an acidic pH [16]. However, GO itself induces the unwanted generation of intracellular ROS in a concentration and time-dependent manner [8,17]. 

However, the versatility of the GO surface allows for the integration of several types of molecules into a single drug delivery nanoplatform [18,19], and this possibility is explored in our study. Ginsenoside Rg3, a tetracyclic triterpenoid saponin, is an active ingredient present in *Panax ginseng* C.A. Meyer (Korean ginseng plant). It is well known for its effects in promoting homeostasis [20] and it has been explored as a potential anticancer drug. Rg3 was found to inhibit tumor growth and metastasis in mice and tumor cell invasion in vitro, as well as enhancing the body’s immunity [21,22,23,24,25,26,27,28]. The anti-tumor drug, Rg3 Shenyi Capsule, which mainly consists of ginsenoside Rg3, was approved by the State Food and Drug Administration in China in 2003, and it is used to inhibit and prevent cancers [29]. There are several clinical studies showing the efficacy of treatment with ginsenoside Rg3 combined with classical chemotherapy [30,31,32]. Besides its own anticancer effects, Rg3 has been found to mitigate DOX-induced cardiotoxicity [33,34]. Hence, we identified it as an interesting additive to our DOX carrier nanoplatform, primarily to mitigate GO-induced oxidative stress. 

In this study, we investigated a combined delivery of Rg3 and DOX into human cancer cells using a GO-based nanoplatform. The GO–Rg3–DOX nanoplatform was effective against human Huh7 hepatocarcinoma and MDA-MB-231 breast cancer cells. Rg3 specifically contributes to the reduction of unwanted ROS accumulation induced by the GO carrier, thus mitigating unwanted side effects. Optimal DOX release from GO–Rg3–DOX was achieved in acidic conditions, leading to a targeted release in the acidic tumor microenvironment. Our RNA sequencing experiments revealed that the killing effect of the GO–Rg3–DOX nanoplatform proceeds primarily by downregulation of transcription regulatory genes, extracellular matrix degradation, and apoptosis. This confirmed that a specific effect against targeted cancer cells was achieved, while the ROS stress, which leads to systemic side effects, was minimized by the presence of Rg3.

## 2. Materials and Methods

### 2.1. Cell Culture

All experiments were performed with mycoplasma-free cells. All human cell lines have been authenticated using STR (or SNP) profiling within the last three years. Human MDA-MB-231 breast cancer cells were purchased from ATCC. Human Huh7 hepatoma cells were a kind gift from Prof. Samir El-Andaloussi, Karolinska Institute. All cell lines were maintained at 37 °C with 5% CO_2_ in Dulbecco’s Modified Eagle’s Medium (Thermo Scientific, Waltham, MA, USA) containing 4500 g/mL glucose, which was further supplemented with 10% fetal bovine serum (Thermo Scientific), 100 U/mL of penicillin, and 100 μg/mL of streptomycin (Sigma Aldrich, St. Louis, MO, USA).

### 2.2. Preparation of GO–Rg3 and GO–Rg3–DOX Conjugates 

For preparation of GO–Rg3, 2 mg/mL (1 mM) of ultra-highly concentrated single-layer GO (Graphene Supermarket) and 0.5 or 1 mg/mL (0.6–1.2 mM) of ginsenoside Rg3 (Sigma) were mixed, and 10% concentrated sulfuric acid (Merck) was carefully poured down the walls of the flask. Esterification is a relatively slow process at room temperature and did not proceed to completion. Concentrated sulfuric acid was used as a catalyst and had a dual role: speeding up the reaction and acting as a dehydrating agent, thereby forcing the equilibrium to the right and resulting in a greater yield of ester.

Afterwards, the reactants were mixed and the mixture was heated at reflux with a thermowell for 3 h at 80 °C. Then, the reaction mixture was cooled to room temperature and subsequently poured into water and centrifuged. After centrifuging several times with water, the supernatant’s pH reached neutral [35]. For subsequent DOX (Sigma) loading, GO–Rg3 solution in water (~2 mg/mL or 1 mM) was mixed with 0.1 mg/mL (0.2 mM) of DOX solution in water, and then the volume was adjusted to 50 mL at pH 8 overnight. Thus, the final DOX concentration in solution was kept low, around 0.004 mM, to avoid DOX self-aggregation [36,37]. Finally, the reaction mixture was washed several times with water. 

### 2.3. Characterization of GO, GO–Rg3, and GO–Rg3–DOX Conjugates

Infrared spectra of the samples were recorded using an attenuated total reflection Alpha Fourier-transform infrared spectroscopy (FTIR) from Bruker, with a diamond crystal as the refractive element, in the range of 350−4000 cm^−1^ at a resolution of 4 cm^−1^. 

Raman spectra were measured with a Raman microscope-WITec alpha300R (Ulm, Germany) equipped with a 50× objective and a 532 nm laser and 600 g/mm grating. Each spectrum was recorded in the range of 500–3000 cm^−1^ with 10 number accumulations and 0.5 s integration time. 

The freshly cleaved mica surface was incubated with 10 µL of 0.5% (*v*/*v*) (3-aminopropyl) triethoxysilane (APTES, Sigma Aldrich) for 1 min. Then, the mica surface was rinsed 5 times with 1 mL of Mili-Q water and dried under a gentle stream of nitrogen gas. Atomic force microscopy (AFM) samples at 10 µg mL^−1^ were prepared by depositing 10 µL of solution onto freshly cleaved mica, followed by a 15 min incubation to allow GO, GO–Rg3, and GO–Rg3–DOX to settle on the surface. The mica surfaces were thereafter rinsed 5 times with 1 mL of Milli-Q water and dried under a gentle stream of nitrogen gas. Images were obtained using an NTEGRA Prima (NT-MDT, Moscow, Russia) set-up equipped with a gold-coated single crystal silicon cantilever (NT-MDT, NSG01) with a resonance frequency of 150 kHz in tapping-mode. Images were recorded in 512 × 512 pixels, at a 0.5 Hz scan rate, and then processed using the Gwyddion software package 2.58: polynomial background subtraction followed by planar subtraction and adjustment of linear aberrations. Individual length was measured manually while the height profile was measured perpendicularly to the axis, and the associated mica background was subtracted.

The GO, GO–Rg3, and GO–Rg3–DOX size was measured by dynamic light scattering (DLS) on a Zetasizer nano (Malvern Panalytical Ltd., Malvern, UK) at room temperature using plastic cuvettes at a concentration of 10 µg mL^−1^. The water used as the dispersant and dispersant refractive index and viscosity were 1.330 and 0.8872 centipoise. The zeta potential of GO, GO–Rg3, and GO–Rg3–DOX were also measured on the Zetasizer at room temperature at a concentration of 10 µg mL^−1^.

### 2.4. Viability Assay Using Alamarblue Assay

Both MDA-MB-231 breast cancer cells and Huh7 human hepatoma cell lines were used for this study. Cells were seeded onto 96-well plates at a density of 2 × 10^4^ cells per well and cultured for 24 h before treatment with GO, GO–Rg3, GO–Rg3–DOX, and DOX for 24 h. Then, the cells were incubated with medium containing 1× alamarBlue (Thermo Scientific) staining solution for 6 h. The signal from the cells was detected using an OPTIMA BLUE Fluostar plate reader (BMG labtech, Ortenberg, Germany) and the results were normalized to the medium control. The positive control was 10% DMSO. 

### 2.5. Drug Release Analysis 

The SnakeSkin™ Dialysis Tubing (10 K MWCO, 16 mm) (Thermo Scientific) was filled with 1 mL of 100 µg/mL GO–Rg3–DOX suspended in 20 mL of PBS (Thermo Scientific) buffer at pH 5.5 and pH 7.4. A total of 5 mL of PBS buffer was collected at different time points (1, 2, 4, 6, and 12 days) and 5 mL of fresh PBS was replaced. The collected samples were first freeze-dried and then resuspended in water to eliminate the effect of pH on subsequent measurement. 

The HPLC system consisted of a Dionex UHPLC-PDA-FLD and a column AAA C-18 5 mm (150 mm × 4.6 mm) (AB Sciex Pte. Ltd., Framingham, MA, USA). HPLC Column Oven temperature was adjusted to 30 °C. 

For Rg3 measurements, first, 900 µL of ethyl acetate was added to 200 µL samples [38]. Then, it was vortexed for 1 min. The organic phase was then separated from the aqueous phase by centrifugation at 3500× *g* for 3 min. The organic phase was transferred to a clean tube. After evaporation to dryness under vacuum at 40 °C, the residue was reconstituted in 200 µL of methanol: water (95:5 *v*/*v*) and 10 µL of samples and standard solutions of Rg3 (25, 50, 100, 200, and 400 µg/mL) were injected to HPLC. HPLC system was operated isocratically at a flow rate of 0.8 mL min^−1^. The mobile phase consisted of methanol (Merck):10 mM ammonium acetate (Merck) (95:5, *v*/*v*). Peaks were monitored at a wavelength of 203 nm. Rg3 release concentration was quantified by using a standard curve. 

For DOX measurement, the mobile phase consisted of acetonitrile (Merck, Sweden): ammonium hydrogen phosphate aqueous solution (0.01 M) (Sigma) (45:55) at pH 6.2 [39]. Flow rate was set at 0.6 mL/min. A total of 10 µL of all the resuspended released samples and standard solutions of Rg3 (100, 50, 25, 12.5, 6.25, and 3.125 µg/mL) were injected to HPLC. Peaks were monitored at a wavelength of 252 nm and the DOX release concentration was quantified by using a standard curve.

### 2.6. ROS Measurement 

ROS were estimated according to a method described previously [40]. Intracellular ROS were measured based on the intracellular peroxide-dependent oxidation of 2′,7′-dichlorodihydrofluorescein diacetate (DCFH-DA) to form the fluorescent compound, 2′,7′-dichlorofluorescein (DCF). Cells were seeded onto 96-well plates at a density of 2 × 10^4^ cells per well and cultured for 24 h before treatment with GO, GO–Rg3, GO–Rg3–DOX, and DOX for 24 h. Cells treated with H_2_O_2_ (1.7 mg/mL) for 1 h were used as the positive control. The cells were then supplemented with 20 μM of DCFH-DA (Sigma), and incubation continued for 30 min at 37 °C. The cells were rinsed with PBS and trypsinized, and the fluorescence intensity was determined using the CellStream flow cytometer (Luminex, Austin, TX, USA) with excitation at 488 nm and emission C3. Fluorescence intensity was quantified using Luminex data analysis software.

### 2.7. RNA Extraction and Sequencing

Cells were seeded onto 6-well plates at a density of 4 × 10^5^ cells per well and cultured for 24 h before treatment with GO, GO–Rg3, GO–Rg3–DOX, and DOX for 6 h. Medium only was used as the negative control. Three replicates were included from each treatment. After treatment, the cells were washed with PBS buffer three times. Total RNA extraction was performed through RNeasy Mini Kit (Qiagen, Hilden, Germany), and the quality examination was performed by Bioanalyzer (Agilent, Santa Clara, CA, USA) through Agilent RNA 6000 Nano Kit. The quality scale used was Sanger/phred33/Illumina 1.8+. The library was prepared through Illumina TruSeq Stranded mRNA (San Diego, CA, USA). Samples were sequenced on NovaSeq6000 (NovaSeq Control Software 1.7.5/RTA v3.4.4) with a 151nt(Read1)-10nt(Index1)-10nt(Index2)-151nt(Read2) setup using ‘NovaSeqXp’ workflow in ‘S4’ mode flowcell. The Bcl to FastQ conversion was performed using bcl2fastq_v2.20.0.422 from the CASAVA software suite. The raw reads were processed with the NGI RNAseq Pipeline (https://github.com/SciLifeLab/NGI-RNAseq (accessed on 5 November 2021)). The GRCh37 reference genome was used to map the reads (https://support.illumina.com/sequencing/sequencing_software/igenome.html (accessed on 5 November 2021)), and the percentage of uniquely mapped reads was between 79.7–83.6%. Raw read counts were calculated with feature counts. In total, 448,620,449 reads were uniquely mapped on the reference genomes. 

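The counts deposited by the authors, which are reads assigned to genes, summed to 390901242 over the 12 samples.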

Samples contained between 8,598,597 to 14,340,446 unique reads. The coverage and quality of RNA sequencing results are summarized in Table S1. The data are accessible through GEO Series accession number GSE185139 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185139).

### 2.8. Differential Expression (DE) Analysis

Differential gene expression analysis was conducted using DESeq2 (v1.36.0) in R [41] with count values as input. Before differential expression analysis, low-count genes were removed, i.e., only genes with at least 10 counts in at least 3 samples were retained. Volcano plots were then generated using EnhancedVolcano (v1.14.0) (accessed on 26 September 2022) [42] to visualize the results of the differential expression analysis. A gene was considered to be differentially expressed if it had an absolute log-fold change (FC) greater than one (|log2(FC)| > 1) at an adjusted *p*-value (p_adj_) less than 0.01 (p_adj_ < 0.01). All p_adj_ values reported in the study were adjusted to control for the FDR using the Benjamini–Hochberg procedure. 

### 2.9. Gene Set Analysis

Gene set analysis (GSA) was performed using a MATLAB implementation (https://github.com/JonathanRob/GeneSetAnalysisMatlab (accessed on 26 September 2022)) of the R package ‘Piano’ [43] with different gene set collections retrieved from the Molecular Signatures Database (MSigBD) version 7.1 [44], including hallmark [45] and the Gene Ontology (GO) molecular function. The GSA approach we used in this study enables the incorporation of log-fold change directionality (increase or decrease) information for evaluating the significance of gene set enrichment. The enriched gene sets were filtered by p_adj_ < 0.01 for both “non-directional” gene set *p*-values (p_adj.non.dir_) and “distinct directional” *p*-values (p_adj.dist.dir_). The p_adj.dist.dir_ values were calculated for coordinated increases (p_adj,dist-dir-up_) and decreases (p_adj,dist-dir-down_) in expression.

### 2.10. Scanning Electron Microscopy (SEM)

For SEM imaging, cells were seeded onto 12-well plates at a density of 2 × 10^5^ cells per well and incubated for 24 h before treatment with GO, GO–Rg3, GO–Rg3–DOX, and DOX for 24 h. The cells grown in medium without any treatment were used as the control. After treatment, the cells were washed with PBS three times and fixed in 3% glutaraldehyde for 2 h. Finally, the fixed samples were dehydrated with a series of washes with increasing ethanol concentrations (40%, 50%, 60%, 70%, 80%, 90%, and 100%) for 10 min each and then dried for 2 h at room temperature. Before imaging, the dried samples were sputter coated with gold (5 nm). SEM imaging was performed with the Supra 60 VP microscope (Carl Zeiss AG, Jena, Germany).

### 2.11. Transmission Electron Microscopy (TEM) 

For TEM imaging, cells were seeded onto 4-well glass dishes at a density of 2 × 10^5^ cells per well and incubated for 24 h before treatment with GO, GO–Rg3, GO–Rg3–DOX, and DOX for 24 h. The cells grown in medium without any treatment were used as the control. Cells were fixed in modified Karnovsky fixative (2.5% glutaraldehyde, 2% formaldehyde, and 0.02% sodium azide in 0.05 M Na-cacodylate buffer) at 4 °C overnight. The samples were then stained by 1% osmium tetroxide and 1% aqueous uranyl acetate in 0.05 M Na-cacodylate buffer. After staining, samples were subjected to dehydration series with ethanol (30%, 50%, 70%, 85%, 95%, 100%) and infiltration series with epoxy hard plus resin (25%, 50%, 75%, and 100%). Finally, the samples were polymerized in BEEM capsules at 60 °C for 16 h. Ultrathin sections (70 nm) were obtained by a Leica EM UC6 ultramicrotome and imaged by a Thermo Scientific Talos L120C transmission electron microscope.

### 2.12. Confocal Microscopy

For confocal microscopy, 5 × 10^4^ cells per well were grown in 4-well 14 mm glass dishes (MatTek, Ashland, MA, USA) for 24 h and then treated with GO, GO–Rg3, GO–Rg3–DOX, and DOX for 24 h. The cells were washed with PBS buffer several times before observation. An inverted Nikon C2+ confocal microscope with an oil-immersion 60 × 1.4 APO objective was used to acquire images. It is equipped with C2-DUVB GaAsP detectors with variable emission bandpass.

## 3. Results

### 3.1. Rg3 and DOX Were Loaded onto GO to Create GO-Rg3 and GO–Rg3–DOX Conjugates

To produce a biocompatible GO drug carrier, we first conjugated GO nanoflakes with Rg3 and further loaded with DOX (Figure 1a). The GO size was 181.38 ± 2.2 nm (Figure 1b and Figure S1a) on average and the surface charge was −60.42 ± 0.77 mV due to its hydroxyl and carboxyl groups. The flake thickness was in the range of 1–2 nm, as assessed by AFM imaging (Figure 1c). To covalently link Rg3 with GO, concentrated H_2_SO_4_ (98%) was utilized, as described previously [35]. Loading Rg3 to GO increased the average flake size to 1269.75 ± 43.4 nm (Figure 1b and Figure S1a) and flake thickness to above 10 nm; this is most likely due to a negative impact on GO dispersibility in acidic conditions (Figure 1c) [46]. The negative surface charge was decreased to −21.96 ± 0.65 mV upon loading Rg3 due to the esterification of carboxyl groups with Rg3. This is potentially beneficial, since positively charged surfaces are more likely to interact with the high negative charge present on the surface of cancer cells [35]. Finally, GO–Rg3 conjugates were incubated in a solution of DOX (0.1 mg/mL) for drug loading. The alkaline conditions for DOX loading (pH 8) improved the dispersibility of GO–Rg3–DOX flakes and restored the average flake thickness to 1–2 nm (Figure 1c) [46]. The size of the GO–Rg3–DOX flakes increased to 1.5–2 µm, which was out of range for DLS measurement. The size of the particles was instead estimated using AFM (Figure S1b). The DOX loaded onto GO appeared as dots with increased height in AFM (Figure 1c and Figure S1b). This was in line with previously reported edge-adsorption patterns of aromatic compounds on GO [47]. The surface charge was not affected by attachment of DOX and remained at −22.64 ± 0.6 mV. 

In addition to the abovementioned physical parameters, the chemical composition of the drug–GO complexes was characterized using FTIR (Figure 1d) and Raman spectroscopy (Figure 1e). The FTIR spectra of GO–Rg3 and GO–Rg3–DOX showed the C=O stretching vibration for ester groups with a strong peak at around 1700 cm^−1^, which supports esterification reactions occurring between the carboxyl groups of the GO surface and the hydroxyl groups of Rg3 (Figure 1d). The spectrum of pure DOX shows a typical band at 2924 cm^−1^ (corresponding to C-H stretching), and this band is also apparent in the spectra of GO–Rg3–DOX at a slightly shifted wavenumber (2978 cm^−1^). The band at 991 cm^−1^ is characteristic of the ketone groups of DOX, and this was also found in a slightly shifted form (970 cm^−1^) in GO–Rg3–DOX. These results confirm that DOX was successfully loaded onto GO–Rg3. The usual Raman peaks of graphene were detected in GO, GO–Rg3, and GO–Rg3–DOX samples [48]. The G band (~1585 cm^−1^) is a result of in-plane vibrations of sp^2^-bonded carbon atoms, whereas the D band (~1326 cm^−1^) is due to out-of-plane vibrations attributed to the presence of structural defects. GO has a higher D band than pure graphene due to the disruption of sp^2^ bonds by oxidative defects (Figure 1e). The lower D bands in the GO–Rg3 and GO–Rg3–DOX samples confirmed that esterification neutralized these defects and increased the overall order of sp^2^ bonds. For all samples, the minor 2D peak was also identified, confirming the multilayer status of GO flakes, in accordance with the measures’ thickness (Figure 1e) [49]. Taken together, the physical and chemical characterization confirmed the successful loading of Rg3 and DOX onto GO flakes. 

### 3.2. GO Increases ROS Production in Huh7 Cancer Cells

Hepatocellular carcinoma is a leading cause of cancer-related deaths worldwide. The high mortality is mainly due to widespread prevalence and the lack of effective treatment since systemic chemotherapy is ineffective [50]. Considering the challenges in treatment of hepatocellular carcinoma, and the known effect of Rg3 on the induction of apoptosis in liver cancer cells [51], we selected Huh7 hepatocarcinoma cells to test the applicability of our GO–Rg3–DOX platform. 

As the first step, we examined the effect of GO alone on Huh7 cells. The cells were treated with GO (400 µg/mL) for 6 h. TEM imaging showed that GO flakes interact with the plasma membrane and get internalized by Huh7 cells (Figure 2a). This was consistent with previous reports, which indicated that GO (297 nm platelets) are effectively internalized by liver cancer cells [52]. Next, Huh7 cells were treated with different concentrations of GO (0, 20, 100, 200, and 400 µg/mL) for 24 h. The alamarBlue assay performed after GO treatments indicated that different concentrations of GO did not reduce the viability of Huh7 cells (Figure 2b). Confocal (data not shown) and SEM images of cells treated with minimal 20 (µg/mL) and maximal (400 µg/mL) concentrations of GO confirmed the cell viability results (Figure 2d). No rounded-up or collapsed cells could be observed in GO-treated samples. Huh7 cells treated with 10% DMSO were included as a control for decreased cell viability. When Huh7 cells were exposed to GO (400 µg/mL) over a prolonged time, cell viability started decreasing after 24 h, and continually decreased to 56.4% after 72 h (Figure S2). Previously, it was demonstrated that GO induces intracellular ROS generation in a concentration and time-dependent manner in the human hepatocellular carcinoma cells and macrophages [53,54]. Our findings suggest that a significant increase of ROS generation can probably account for the reduced viability of Huh7 cells treated with GO over prolonged periods. 

An RNAseq analysis of Huh7 cells treated with GO (400 µg/mL) revealed a significant number of genes that were differentially expressed compared to the untreated cells: 567 overexpressed and 320 under-expressed genes (Figure 3a,b and Figure S3). 

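Huh7 is a human hepatocellular carcinoma cell line. RNA was sequenced from 12 samples in 4 groups of 3: untreated cells and cells treated for 6 h with GO at 400 µg/mL, GO–Rg3 at 400 µg/mL or GO–Rg3–DOX at 100 µg/mL. The authors prepared strand-specific libraries of polyadenylated RNA, aligned the reads to GRCh37 and counted them per Ensembl gene with featureCounts. Their deposited counts are whole numbers for 63677 genes, without normalization. The paper's text does not name the annotation release or say whether the counting used the strand, so genes that overlap another gene are uncertain. Counts per sample totalled 27802871 to 38877420, with a median of 33224427. In untreated cells they ranged from 28421737 to 38877420 (median 34750147) and in GO-treated cells from 28697698 to 34755740 (median 33614033). The range was 27802871 to 34690207 (median 33512785) after GO–Rg3 and 30561558 to 32936070 (median 32280976) after GO–Rg3–DOX. The paper's text gives 8598597 to 14340446 unique reads per sample, while its coverage table lists uniquely mapped reads of the same size as the count totals, which are used here. Reads without molecular identifiers are not independent molecules, so such depths describe counting error only. The paper's filter of at least 10 counts in at least 3 samples left 17092 genes. Libraries were scaled by edgeR's TMM method, and all 12 samples were fitted in one model with edgeR's quasi-likelihood test, where the paper used DESeq2. Genes were called differentially expressed by the paper's thresholds, an adjusted p below 0.01 and an absolute log2 fold change above 1. Expression levels are given as TMM-normalized CPM, as mean ± SD. The quasi-likelihood test gives no standard error. Those printed are the absolute log2 fold change divided by the square root of the test's F statistic. Gene positions are on GRCh37, from an annotation lifted to that build whose release is not known to be the authors' own. Mitochondrially encoded genes took 5.81% ± 0.489 of the counts in untreated cells (SD, n = 3), 17.0% ± 6.28 after GO, 7.24% ± 0.301 after GO–Rg3 and 15.4% ± 3.52 after GO–Rg3–DOX.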

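Compared with untreated cells, 657 genes were overexpressed and 448 were under-expressed after GO treatment. With the replicate number as a block in the model, the numbers were 700 and 485. Deviations from the group means correlated at 0.022 between samples of the same replicate number. Among the scaling methods, library totals alone moved the numbers most. It shifted the median log2 fold change of all genes from 0.01 to -0.11, gave 476 overexpressed and 695 under-expressed genes, and lowered the overexpressed share from 59.5% to 40.7%. Log2 fold changes rose with the GC content of the transcripts, with a Spearman correlation of 0.45 across 16310 genes, which are not independent replicates. An offset for GC content, chosen after seeing the data, gave 597 overexpressed and 268 under-expressed genes, and 60.6% of the calls were shared with the fit without it. Among called genes of at least 1 CPM whose levels did not overlap between the groups, ARRDC2, PPFIA4 and LCN2 rose the most. ARRDC2 (chromosome 19 from 18111941 to 18124911) rose from 0.2725 ± 0.117 to 6.51 ± 0.398 CPM, a log2 fold change of 4.57 (standard error 0.30, adjusted p = 7.4e-08) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For PPFIA4 the level went from 1.51 ± 0.145 to 23.0 ± 0.431 CPM, a log2 fold change of 3.93 (standard error 0.16, adjusted p = 5.5e-10) by the same test. LCN2 had a log2 fold change of 3.65 (standard error 0.37, adjusted p = 5.9e-06) by that test. On the other side, DKK1 (chromosome 10 from 54074041 to 54077802) fell to 3.23 ± 0.289 CPM, a log2 fold change of -4.81 (standard error 0.15, adjusted p = 2.2e-11), and MT1E, which has close paralogs that can share its reads, fell from 10.9 ± 1.71 to 0.398 ± 0.0802 CPM, a log2 fold change of -4.76 (standard error 0.32, adjusted p = 1.1e-07). The block fit gave 4.60, 3.93, 3.64, -4.82 and -4.73 for these genes in that order.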

Our observation of the higher production of ROS by GO-treated cells was corroborated by the RNAseq analysis (Figure 3d), which showed the downregulation of reactive oxygen species pathways and xenobiotic metabolism genes in Huh7 cells after 6 h of treatment with GO (Figure 3d). 

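The hallmark gene sets were not used here. Gene families defined by symbol were tested in their place with limma's camera, a competitive gene set test, at an inter-gene correlation of 0.01. A family's value is the median log2 fold change of its genes minus that of all genes tested. For 45 antioxidant genes (peroxidases, peroxiredoxins, glutathione transferases, glutaredoxins, thioredoxins, superoxide dismutases and glutathione synthesis genes) the value was -0.37 after GO, with 30 genes lower (adjusted p = 0.017 over 32 family tests). The 28 cytochrome P450 genes, which stand for xenobiotic metabolism, had a value of -0.26, with 17 genes lower (adjusted p = 0.015). Adding the replicate block gave values of -0.39 and -0.26. An inter-gene correlation estimated from the data moved these tests the most, to adjusted p = 0.59 for the antioxidant and 0.21 for the cytochrome P450 genes, from smallest values over the alternatives of 0.00074 and 0.0077. With that estimate no family passed an adjusted p of 0.05 in any of the 4 comparisons, the smallest value being 0.2. The cytochrome P450 value was 0.00 without the filter on low counts, and the family was also past no threshold of 0.05 when only the 6 samples compared were fitted or with DESeq2's log2 fold changes. Correction for GC content gave values of -0.32 and -0.11.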

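All 6 genes of the glutathione group in the ROS pathway subset, GCLM, MGST1, GLRX, GLRX2, GSR and GCLC, had lower counts after GO than in untreated cells. GCLM lies on chromosome 1 from 94350755 to 94375012 and fell from 162.5 ± 5.98 CPM in untreated cells to 77.6 ± 14.55 CPM (SD, 3 samples each). Its log2 fold change was -1.06 (standard error 0.12, adjusted p = 2e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MGST1 (chromosome 12 from 16500076 to 16762193) fell from 324 ± 3.94 to 187 ± 11.7 CPM, a log2 fold change of -0.80 (standard error 0.10, adjusted p = 4.6e-05). The log2 fold changes of GLRX, GLRX2, GCLC and GSR were -0.67, -0.62, -0.56 and -0.40, with adjusted p = 0.0011, 0.0014, 0.0031 and 0.0051 by the same test. For each of the 6 genes the GO-treated and untreated samples did not overlap, which chance gives, in either direction, for 10% of genes with 3 samples against 3. GCLM alone was past the log2 fold change threshold of 1. All 6 were past an adjusted p of 0.01 over all genes tested and over the 6 alone, and likewise with the replicate block (log2 fold change of GCLM -1.08), with DESeq2 and with the GC content offset. That offset gave -0.72 for GCLM and -0.46 for MGST1. With 1 sample left out in turn, the tests of GLRX2, GSR and GCLC passed 0.01 in some fits only. GLRX overlaps RHOBTB3 and GLRX2 overlaps TROVE2 on the opposite strand, so their counts are uncertain.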

Among the ROS pathway gene subset, the glutamate-cysteine ligase modifier subunit (*GCLM*), microsomal glutathione S-transferase 1 (MGST1), glutaredoxin (*GLRX*), glutaredoxin 2 (*GLRX2*), glutathione-disulfide reductase (*GSR*), and glutamate-cysteine ligase catalytic subunit (*GCLC*) were significantly under-expressed in the presence of GO. These genes are involved in the biosynthesis and metabolism of glutathione (GSH), which is one of the main reductive intracellular substances and regulates the level of oxidative stress for maintaining normal cellular function. It was already reported that GO could oxidize GSH to GSSG, leading to the formation of reduced GO. Hence, GSH depletion could affect the intracellular oxidative/reductive balance, leading to increased levels of ROS [55]; this is in line with our observations (Figure 2c), and the cells exposed to GO were not able to scavenge ROS, thereby leading to accumulation. 

Stimulating factor 1 (*CSF1*) complement C5a receptor 1 (*C5AR1*) is also overexpressed by GO. 

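CSF1 lies on chromosome 1 from 110452864 to 110473614 and rose from 36.1 ± 1.63 CPM in untreated cells to 68.7 ± 6.44 CPM after GO. Its log2 fold change was 0.93 (standard error 0.13, adjusted p = 9.3e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. C5AR1 (chromosome 19 from 47793280 to 47825323) was near the lower end of what was counted, at 0.208 ± 0.144 CPM in untreated and 0.810 ± 0.364 CPM in GO-treated cells. Its log2 fold change was 1.90 (standard error 0.47, adjusted p = 0.0046) by the same test. Leaving out 1 sample in turn gave log2 fold changes of 1.51 to 2.64 for C5AR1, and in 4 of those 6 fits its adjusted p was above 0.01, up to 0.028. Adding the replicate block gave 0.92 for CSF1 and 1.96 for C5AR1.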

C5AR1 is a receptor for the chemotactic and inflammatory peptide, anaphylatoxin C5a. The C5AR1 receptor activation stimulates chemotaxis, granule enzyme release, intracellular calcium release, and superoxide anion production [56]. Hence, GO might induce superoxide anion production due to the increased expression of *C5AR1*, which is followed by overexpression of superoxide dismutase 2 (*SOD2*) to destroy superoxide anion radicals in GO-treated cells, as is shown in the ROS pathway genes subset in Figure S4. 

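SOD2 had 306 ± 4.38 CPM in untreated cells and 697 ± 55.95 CPM after GO (SD, 3 samples each), so the groups differed by many times the spread between replicates. The log2 fold change was 1.19 (standard error 0.10, adjusted p = 8.7e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.19 with the replicate block. The annotation used here has no entry under the identifier of SOD2, so no position is given. For the same reason the GC content offset left SOD2 uncorrected, and its unchanged value of 1.19 there is no test of GC bias.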

The same analysis revealed the downregulation of the oxidative phosphorylation pathway upon GO treatment (Figure 3d). 

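Nuclear genes of respiratory chain complexes stand here for the oxidative phosphorylation gene set. For 38 complex I genes (NDUF), the median log2 fold change minus that of all genes was -0.31 after GO, with 23 genes lower (adjusted p = 0.021 over 32 family tests with camera). For 14 cytochrome c oxidase genes it was -0.42, with 13 genes lower (adjusted p = 0.013). In the block fit the values were -0.35 and -0.43. The estimated inter-gene correlation again changed these calls, to adjusted p = 0.69 and 0.61, from smallest values over the alternatives of 0.00039 and 0.00047. Leaving out 1 sample in turn gave -0.53 to -0.18 for complex I, which was not past 0.05 without GO replicate 2 or 3.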

Specifically, NADH:ubiquinone oxidoreductase (NDUF) genes (*NDUFB6*, *NDUFA4*, *NDUFB5*, *NDUFS4*, *NDUFS1*, *NDUFA5*, *NDUFA8*, *NDUFAB1*, *NDUFA6*, *NDUFA2*, *NDUFB3*, *NDUFB1*, and *NDUFV2*) involved in the function of the mitochondrial membrane respiratory chain NADH dehydrogenase (Complex I) were significantly under-expressed in the presence of GO (Figure S4). This is consistent with a previous report that showed that GO attenuates the expression of genes associated with the oxidative phosphorylation complexes, such as *NDUFA1*, *NDUFB3,* and *NDUFS4* in glioblastoma U87 cell line [57]. 

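Of these 13 genes, 12 were lower after GO and 11 of them were past an adjusted p of 0.01 over all genes tested. Over the 13 alone, 12 were, but the list holds the paper's own calls on these data and shows no stability. With 1 sample left out in turn, NDUFB6, NDUFA4, NDUFB5 and NDUFS4 were past 0.01 in each of the 6 fits. The other 7 of the 11 were not in 2 to 5 of the fits. NDUFB6 and NDUFA4 were the only ones also past a log2 fold change of -1. NDUFB6 (chromosome 9 from 32552997 to 32573160) fell from 44.9 ± 1.77 to 21.5 ± 4.51 CPM, a log2 fold change of -1.06 (standard error 0.15, adjusted p = 7e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NDUFA4 (chromosome 7 from 10971570 to 10979780) fell from 292 ± 11.4 to 130.1 ± 39.7 CPM, a log2 fold change of -1.17 (standard error 0.18, adjusted p = 0.00019). The log2 fold changes of NDUFB5, NDUFS4, NDUFS1, NDUFA5, NDUFA8, NDUFAB1, NDUFA6, NDUFA2 and NDUFB3 lay between -0.93 and -0.49. NDUFB1 was at -0.72 with an adjusted p = 0.013 by the same test. It passed 0.01 with the replicate block, with adjusted p = 0.0072 there and 2.5e-06 to 0.063 over the alternatives. NDUFV2, which overlaps another gene on the opposite strand and had few counts, was higher, at 0.690 ± 0.276 CPM in untreated and 1.45 ± 0.425 CPM in GO-treated cells. Its log2 fold change was 1.01 (standard error 0.32, adjusted p = 0.021), and 1.01 with the block. With the GC content offset 9 of the 13 genes were lower at an adjusted p below 0.01, and NDUFA5 moved to -0.05. NDUFA2 and NDUFB3 overlap other genes on the opposite strand, so their counts are uncertain.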

The electron transport chain complex I transfers electrons from NADH to ubiquinone. Furthermore, the decreased activity of complex I could reduce the growth and induce cell death via oxidative stress [58]. 

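In GO-treated cells the 6 cytochrome c oxidase genes COX7B, COX17, COX7A2L, COX6C, COX7C and COX7A2 were all lower than in untreated cells, with log2 fold changes of -0.99 to -0.46. None was past -1. COX7B (chromosome X from 77154937 to 77162873) fell from 68.5 ± 0.803 to 34.6 ± 10.6 CPM, a log2 fold change of -0.99 (standard error 0.20, adjusted p = 0.0015) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. COX17 (chromosome 3 from 119373360 to 119396301) fell from 27.7 ± 0.879 to 14.3 ± 3.79 CPM, a log2 fold change of -0.96 (standard error 0.17, adjusted p = 0.00042). COX7A2L, COX6C and COX7C had log2 fold changes of -0.46, -0.77 and -0.76, with adjusted p = 0.0023, 0.0027 and 0.0033. The level of COX7A2 was 99.8 ± 47.4 CPM after GO against 146 ± 4.30 CPM, a difference within the spread between the GO-treated samples (log2 fold change -0.55 (standard error 0.24, adjusted p = 0.073)). Of the 6 genes, 5 were past an adjusted p of 0.01 over all genes, and 5 were over the 6 alone, with the replicate block and with DESeq2. COX7A2L and COX6C were not past 0.01 in 3 of the 6 fits without 1 sample, and COX7C in 4. The block gave -0.99 for COX7B and -0.60 for COX7A2. Only 2 of the 6 were with the GC content offset. COX6C overlaps VPS13B on the opposite strand, so its counts are uncertain.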

Similar to previous findings [58], cytochrome oxidase c (COX) genes, including *COX7B, COX17, COX7A2L, COX6C, COX7C,* and *COX7A2,* were also under-expressed in the GO-treated samples (Figure S4). Cytochrome c oxidase (COX) is the terminal component of the mitochondrial respiratory chain and catalyzes the electron transfer from reduced cytochrome c to oxygen. 

How does GO influence ROS accumulation? There are several plausible hypotheses supported by the available data. GO can act as an electron donor, supplying electrons to complexes I and II of the electron transport chain. This would accelerate ROS generation as a byproduct of mitochondrial respiration, as reported by Zhang et al. [59]. GO may also affect mitochondrial functioning, modulate the expression of genes involved in mitochondrial activity (e.g., oxidative phosphorylation), and thereby impact ROS generation by mitochondria. However, based on our results, the reduced expression of glutathione biosynthesis genes and the absence of ROS scavengers cumulatively lead to ROS accumulation. 

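ICOSLG (chromosome 21 from 45635265 to 45661329) and CSF3R (chromosome 1 from 36931644 to 36948879), a pair of genes of the inflammatory response, were higher in GO-treated than in untreated cells. ICOSLG rose from 10.5 ± 0.641 to 26.8 ± 3.99 CPM, a log2 fold change of 1.34 (standard error 0.16, adjusted p = 3e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CSF3R went from 10.3 ± 0.4115 to 19.6 ± 0.742 CPM, a log2 fold change of 0.93 (standard error 0.12, adjusted p = 5.3e-05) by that test. In each case the lowest GO-treated sample was above the highest untreated sample. The log2 fold changes were 1.34 and 0.93 with the block, and with the GC content offset 1.06 and 0.62.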

Among the genes involved in the inflammatory response, inducible T cell co-stimulator ligand (*ICOSLG*), colony stimulating factor 3 receptor (*CSF3R*), and colony stimulating factor 1 (*CSF1*) were significantly overexpressed by GO (Figure S4). *ICOSLG* promotes T cell immune responses while *CSF3R* and *CSF1* are cytokines involved in the differentiation of granulocytes and macrophages. Thus, these results suggest that GO might induce an immune response in cancerous cells.

In addition to ROS metabolism and oxidative phosphorylation, our RNAseq analysis revealed the decreased expression of BH3 interacting domain death agonist (*BID*) and caspase 3 (*CASP3*) in GO-treated cells (Figure S4). 

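BID lies on chromosome 22 from 18216904 to 18257536 and fell from 68.9 ± 3.65 CPM to 39.9 ± 2.95 CPM after GO. Its log2 fold change was -0.79 (standard error 0.10, adjusted p = 3e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference was larger than the spread between replicates. The log2 fold change of BID was -0.79 with the replicate block and -0.77 with the GC content offset.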

BID is the sensor and transducer of apoptotic signals, and it allows the release of cytochrome c. Cytochrome c serves as a platform for the activation of caspase mediated apoptosis. The under-expression of both *BID* and *CASP3* by GO treatment is consistent with the alamarBlue assay results, which showed no apoptosis at 6, 12, and 24 h after the treatment (Figure S2). 

The IL-6/JAK/STAT3 pathway plays a key role in the growth and development of many human cancers [60]. Thus, we also looked at the differentially expressed genes in the IL6-JAK-STAT3 signaling pathway genes subset. 

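Levels of the receptor and interleukin genes IL2RG, IL17RA, IL7 and IL4R were all higher in GO-treated than in untreated cells. IL2RG (chromosome X from 70327254 to 70331958) rose from 2.35 ± 0.0997 to 6.06 ± 0.899 CPM, a log2 fold change of 1.36 (standard error 0.17, adjusted p = 2.7e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IL17RA (chromosome 22 from 17565844 to 17596583) rose from 48.5 ± 0.745 to 77.4 ± 6.56 CPM, a log2 fold change of 0.67 (standard error 0.10, adjusted p = 0.0001). IL4R rose from 79.6 ± 3.155 to 110.9 ± 5.12 CPM, a log2 fold change of 0.48 (standard error 0.10, adjusted p = 0.0017). IL7, which overlaps ZC2HC1A on the opposite strand, had less than 1 CPM in most samples. It went from 0.480 ± 0.0537 to 0.9885 ± 0.314 CPM, a log2 fold change of 1.06 (standard error 0.29, adjusted p = 0.0096), and in 5 of the 6 fits that each left out 1 sample its adjusted p was above 0.01. Fitted with the block, the log2 fold changes were 1.36, 0.67, 0.48 and 1.02 for the 4 genes in this order. With the GC content offset IL4R was at 0.24 with adjusted p = 0.012, and its adjusted p ranged from 5.5e-05 to 0.036 over the alternatives.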

GO induced the overexpression of *IL2RG*, *IL17RA*, *IL7*, and *IL4R* genes. Among these, interleukin 17 receptor A (IL17RA) is the receptor for IL17A that is the major proinflammatory cytokine secreted by activated T-lymphocytes. In fact, IL-17 communicates with JAK-STAT family signaling, particularly STAT3 [61]. Furthermore, IL-17 showed a positive association with vascular endothelial growth factor (*VEGF*) expression and signaling [62], which is similar to our observations about the overexpression of VEGF by GO, as shown in the angiogenesis genes subset in Figure S4. 

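VEGFA (chromosome 6 from 43737921 to 43754224) had 120.2 ± 3.81 CPM in untreated cells and 176 ± 12.3 CPM in GO-treated cells (SD, 3 samples each). The log2 fold change was 0.55 (standard error 0.11, adjusted p = 0.0015) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, below the threshold of 1 used for calling genes. It was 0.55 with the replicate block and 0.48 with the GC content offset.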

STAT3, a member of the STAT protein family, is a signal transducer in the cytoplasm and a transcription activator in the nucleus, and it is activated by cytokines and growth factors. VEGF can also induce cellular processes that are common to many growth factor receptors, including cell migration, expansion, development, and proliferation. In fact, the activation of both of these pathways is indicative of an increase in cell proliferation after exposure to GO (Figure 2b), which is similar to the previous report about the cell proliferative effect of pristine graphene [61]. This can also be supported by increased cell proliferation and growth in numerous cell lines (MCF-7, HepG2, A549, and HeLa cells) treated with pristine graphene [63].

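CYP1A1 and CYP39A1 belong to the cytochrome P450 genes that fell after GO. CYP1A1 (chromosome 15 from 75011883 to 75017877) went from 202 ± 5.71 CPM in untreated cells to 4.49 ± 0.675 CPM, a log2 fold change of -5.50 (standard error 0.12, adjusted p = 1.6e-13) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the called genes of at least 1 CPM without overlap between the groups, it had the largest fall. CYP39A1 (chromosome 6 from 46517317 to 46620567) went from 11.0 ± 0.888 to 4.94 ± 0.968 CPM, a log2 fold change of -1.14 (standard error 0.17, adjusted p = 0.00013) by the same test. With 1 sample left out in turn, the log2 fold changes stayed between -5.62 and -5.41 for CYP1A1 and between -1.31 and -1.04 for CYP39A1. With the block they were -5.50 and -1.16, and the GC content offset -5.63 and -0.82.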

In our analysis, *CYP1A1* and *CYP39A1* genes were strongly under-expressed by GO (Figure 3c and Figure S4). *CYP1A1* and *CYP39A1* genes encode members of the cytochrome P450 superfamily of enzymes, which catalyze reactions involved in drug metabolism. It was previously shown that GO interferes with drug metabolism/detoxification in the body at the level of phase I cytochrome-P450 system by the inhibition of gene expression and metabolic activity [64]. This influence of GO is clinically relevant, since altered drug metabolism can significantly contribute to the variability of drug responses and be associated with an increased risk of adverse effects along with altered detoxification.

Overall, it can be concluded that the GO carrier with an average size of 180 nm can be internalized by Huh7 cells, wherein they induce ROS accumulation, repression of genes associated with oxidative phosphorylation, and result in diminished cell viability starting from 48 h after treatment (Figure S2). 

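Of the 39 genes that the paper names for GO-treated cells, 38 changed in the direction it gives and 36 of those did so at an adjusted p below 0.01 over all genes tested. Over the 39 genes alone 37 did, although a list made of the paper's own calls on these data shows no stability. Counting the log2 fold change threshold too, 11 genes passed. At an adjusted p below 0.01, the number was 37 with the replicate block, 37 with DESeq2, 37 with an offset for gene length and 30 with the GC content offset. From the lower glutathione and oxidative phosphorylation genes, taken with its ROS and cell viability measurements, the paper concludes that internalized GO induces ROS accumulation and represses oxidative phosphorylation genes, and that viability diminishes as a result.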

All together, these results substantiate a certain level of toxicity of GO. This is a potential drawback for GO as a drug carrier, and we next sought to remedy the issue.

### 3.3. Conjugation of GO with Rg3 Mitigates ROS Production Induced by the Nanocarrier

Considering that Rg3 is known to increase the efficacy of DOX treatments while reducing the side effects [30,31,32], and is known to have antioxidative effects [65], which could help with GO-induced ROS production, we decided to conjugate our GO nanocarrier platform with Rg3 (Figure 4a–d). To identify optimal loading conditions, we used two different starting concentrations of Rg3: 0.5 and 1 mg/mL, which resulted in 49% and 40% of total Rg3 loaded onto GO, respectively (Figure S5a). Since neither of the two resulting GO–Rg3 conjugates negatively affected Huh7 cell viability (Figure 4b and Figure S5b), the sample loaded with the lower concentration of Rg3 (0.5 mg/mL, 49% of Rg3 loaded) was used as our standard GO–Rg3 preparation for all subsequent studies. Of note, conjugation of GO with Rg3 did not affect the internalization of the nanocarrier by the Huh7 cells, and GO–Rg3 could enter via endocytosis, as evidenced by TEM imaging (Figure 4a). Using this preparation of GO–Rg3, we assessed the impact on Huh7 cells with confocal microscopy, and no rounded-up or collapsed cells were observed (Figure S5c). ROS measurements (Figure 4c) showed that the conjugation of GO with Rg3 strongly reduced the ROS levels induced in Huh7 cells by the nanocarrier (compare to Figure 2c). 

The beneficial effects of Rg3 were also confirmed by RNAseq results (Figure 3). 

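GO–Rg3-treated cells were also compared directly with GO-treated cells, and 120 genes were higher and 353 lower. With the replicate block, 521 genes were called in place of 473, of which 469 were shared. Same-numbered samples deviated together at a correlation of 0.157. Scaling by library totals alone gave 220 higher and 231 lower genes, a higher share of 48.8% against 25.4%, and moved the median of all genes from -0.02 to 0.12. When only these 6 samples were fitted, 76 genes were higher and 204 lower. The GC content offset shared 69.3% of the calls. Among the called genes of at least 1 CPM without overlap between the groups, ARRDC2, PPFIA4 and SPAG4 had the largest falls, with log2 fold changes of -3.85, -3.76 and -2.86. SPAG4 (chromosome 20 from 34203751 to 34209016) went from 20.3 ± 4.18 CPM after GO to 2.79 ± 0.393 CPM after GO–Rg3 (adjusted p = 3e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rises among the same set were those of MT1E, CYP1A1 and DKK1. MT1E was at 7.43 ± 2.98 CPM after GO–Rg3, a log2 fold change of 4.22 (standard error 0.32, adjusted p = 7e-07), and DKK1 had a log2 fold change of 3.66 (standard error 0.14, adjusted p = 5.1e-10). The block gave -2.85, 4.15 and 3.67 for SPAG4, MT1E and DKK1.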

As shown in Figure 3a, very few genes were differentially expressed in GO–Rg3-treated cells compared to untreated cells (22 genes) (Figure 3b,c). 

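After GO–Rg3, 2 genes were overexpressed and 8 under-expressed compared with untreated cells. C6orf222 and SH3TC2 were higher, and CYP1A1, SNRPGP10, ID3, NDUFA4, DKK1, SLIRP, COX17 and BOLA3 were lower. SLIRP, COX17 and BOLA3 are named because so few genes passed, after their values were seen. Adding the replicate block, 3 genes were overexpressed and 21 under-expressed, all 10 genes among them. Deviations of same-numbered samples correlated at 0.153. Scaling by edgeR's RLE method gave 4 and 6 genes, a higher share of 40% against 20%, and library totals alone 2 and 16. The fit without a filter on low counts moved the number most, to 11 and 52. Of the 22 genes in Figure 3c, all changed in the direction shown there and 7 passed both thresholds: C6orf222, SH3TC2, CYP1A1, DKK1, ID3, NDUFA4 and SNRPGP10. Within the 22 alone, all were below an adjusted p of 0.01, though the list is the paper's own selection. C6orf222 (chromosome 6 from 36283538 to 36304665) rose from 0.587 ± 0.04585 to 1.52 ± 0.167 CPM, a log2 fold change of 1.37 (standard error 0.19, adjusted p = 0.0053) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SH3TC2 rose from 1.51 ± 0.04285 to 3.27 ± 0.533 CPM, a log2 fold change of 1.12 (standard error 0.18, adjusted p = 0.009). ID3 (chromosome 1 from 23884417 to 23885992) fell from 153 ± 7.36 to 65.1 ± 11.0 CPM, a log2 fold change of -1.23 (standard error 0.14, adjusted p = 0.0017). DKK1 fell from 91.0 ± 1.37 to 41.2 ± 5.89 CPM, a log2 fold change of -1.14 (standard error 0.12, adjusted p = 0.00095). The pseudogene SNRPGP10, whose reads can be shared with its parent gene, had a log2 fold change of -1.31 (standard error 0.20, adjusted p = 0.0082). With 1 sample left out in turn, the adjusted p was above 0.01 in 6 of 6 fits for SNRPGP10, 5 for SH3TC2 and NDUFA4, 4 for C6orf222, 3 for ID3 and 1 for DKK1. The 8 under-expressed genes had a median transcript length of 726, against 2834 for genes not called, and log2 fold changes rose with transcript length (Spearman correlation 0.27 across 16310 genes). With an offset for gene length, 10 genes were called, 6 of them shared.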

Among those, only 12 differentially expressed genes overlapped with differentially expressed genes of GO-treated cells (Figure 3b). 

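The calls made here for GO–Rg3 and for GO had 7 genes in common, 2 overexpressed and 5 under-expressed in both, and none in opposite directions. There were 12 in common in the block fit. Between 1 and 35 were shared when 1 of the 9 samples was left out in turn, so the number depends on single samples. With a threshold of 0.05 in place of 0.01 it was 25.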

Rg3 conjugation cancelled the effect of GO on genes involved in the reactive oxygen species pathway and xenobiotic metabolism genes (Figure 3d). 

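Compared with untreated cells, the antioxidant family had a value of -0.22 after GO–Rg3, with 36 of 45 genes lower (adjusted p = 8.5e-08 over 32 family tests with camera). For the cytochrome P450 family it was -0.11, with 17 of 28 lower (adjusted p = 0.0019). Compared directly with GO, the antioxidant value was 0.02, with 23 genes higher (adjusted p = 0.83). The cytochrome P450 value was 0.16, with 16 genes higher (adjusted p = 0.074). So for neither family was a difference between GO–Rg3 and GO detected. The block fit gave 0.04 and 0.17 against GO, and -0.21 and -0.10 against untreated cells. Against GO, the cytochrome P450 family was past 0.05 with at least 10 counts in every sample (0.19) and with the GC content offset (0.05), and, before adjustment, in 3 of the 6 fits that each left out 1 sample. Against untreated cells it was not past 0.05 without the filter (-0.04). For the complex I and cytochrome c oxidase genes, the values after GO–Rg3 were -0.40, with 33 of 38 lower (adjusted p = 2e-15), and -0.59, with 14 of 14 lower (adjusted p = 4e-17). Short transcripts were lower after GO–Rg3 in general, and the length offset gave -0.30 and -0.45 for these and -0.14 for the antioxidant family. The block fit gave -0.40 and -0.58 for complex I and cytochrome c oxidase genes. Against GO, complex I genes were at -0.15, with 29 of 38 lower, and cytochrome c oxidase genes at -0.25, with 13 of 14 lower. The adjusted p was 0.23 for each, so no difference from GO was detected for them either. Under the inter-gene correlation estimated from the data, each of the 4 families had an adjusted p of 0.2 against untreated cells.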

For example, cytochrome P450 enzymes are involved in drug metabolism, and CYP1A1 and CYP39A1 are highly under-expressed by GO. In GO–Rg3-treated cells, the expression level of these genes was close to normal; this suggests that Rg3 functionalization cancels the gene-expression-altering effect of GO alone. 

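CYP1A1 was at 58.3 ± 0.560 CPM after GO–Rg3, with a log2 fold change of -1.79 (standard error 0.10, adjusted p = 1.3e-07) against untreated cells and of 3.71 (standard error 0.11, adjusted p = 2.3e-11) against GO-treated cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 3 GO–Rg3-treated samples thus lay between the GO-treated and the untreated samples without overlapping either. The level of CYP39A1 was 8.935 ± 0.8085 CPM, with a log2 fold change of -0.29 (standard error 0.16, adjusted p = 0.48) against untreated cells, a difference not detected by this test. Against GO-treated cells it was 0.85 (standard error 0.17, adjusted p = 0.0026), not past 0.01 in 3 of the 6 fits without 1 sample. Fitted with the block, these were -1.79 and -0.29 against untreated cells, and 3.71 and 0.86 against GO. From levels it describes as near those of untreated cells, the paper proposes that Rg3 functionalization cancels the effect of GO alone on gene expression.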

Similar results were obtained for other classes of genes. For example, as stated in the previous section, glutathione-biosynthesis-related genes were significantly under-expressed in GO-treated cells, thereby leading to GSH depletion and increased levels of ROS (Figure S4 and Figure 2c). Functionalization with Rg3 reversed the effect of GO on the expression of glutathione-biosynthesis-related genes, including *GCLM*, *MGST1*, *GLRX*, *GLRX2*, *GSR*, and *GCLC* (Figure S4), thereby preventing ROS accumulation (Figure 4c). This result is consistent with a previous report claiming that Rg3 protects hepatocytes against toxic metabolites produced from widely used analgesic and antipyretic drugs including benzo[α]pyrene and acetaminophen. 

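GCLM and GSR were at 153 ± 12.4 and 338 ± 3.78 CPM after GO–Rg3. Against GO-treated cells their log2 fold changes were 0.98 (standard error 0.12, adjusted p = 9.1e-05) and 0.41 (standard error 0.10, adjusted p = 0.0073) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and against untreated cells -0.09 (adjusted p = 0.81) and 0.01 (adjusted p = 0.97). MGST1 and GCLC were at 246 ± 32.9 and 45.9 ± 5.64 CPM. Their log2 fold changes against GO were 0.40 (standard error 0.10, adjusted p = 0.011) and 0.45 (standard error 0.13, adjusted p = 0.019). The test of GSR against GO was not past 0.01 in 5 of the 6 fits that each left out 1 sample. For MGST1 and GCLC the block fit gave adjusted p = 0.0085 and 0.0023, within ranges over the alternatives of 0.00063 to 0.37 and 0.00076 to 0.084. GLRX and GLRX2 stayed close to their levels after GO, at 11.8 ± 1.92 and 7.30 ± 0.955 CPM. Against GO their log2 fold changes were 0.03 (standard error 0.13, adjusted p = 0.91) and 0.07 (standard error 0.13, adjusted p = 0.71), and with the GC content offset they were -0.13 and -0.03. Against untreated cells they were -0.65 (adjusted p = 0.027) and -0.55 (adjusted p = 0.046). MGST1 was at -0.40 (adjusted p = 0.072) and GCLC at -0.11 (adjusted p = 0.77) in that comparison. The block gave 0.98, 0.42, 0.02 and 0.07 against GO for GCLM, GSR, GLRX and GLRX2. Both glutaredoxin genes overlap another gene on the opposite strand.

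**Figure D1:**
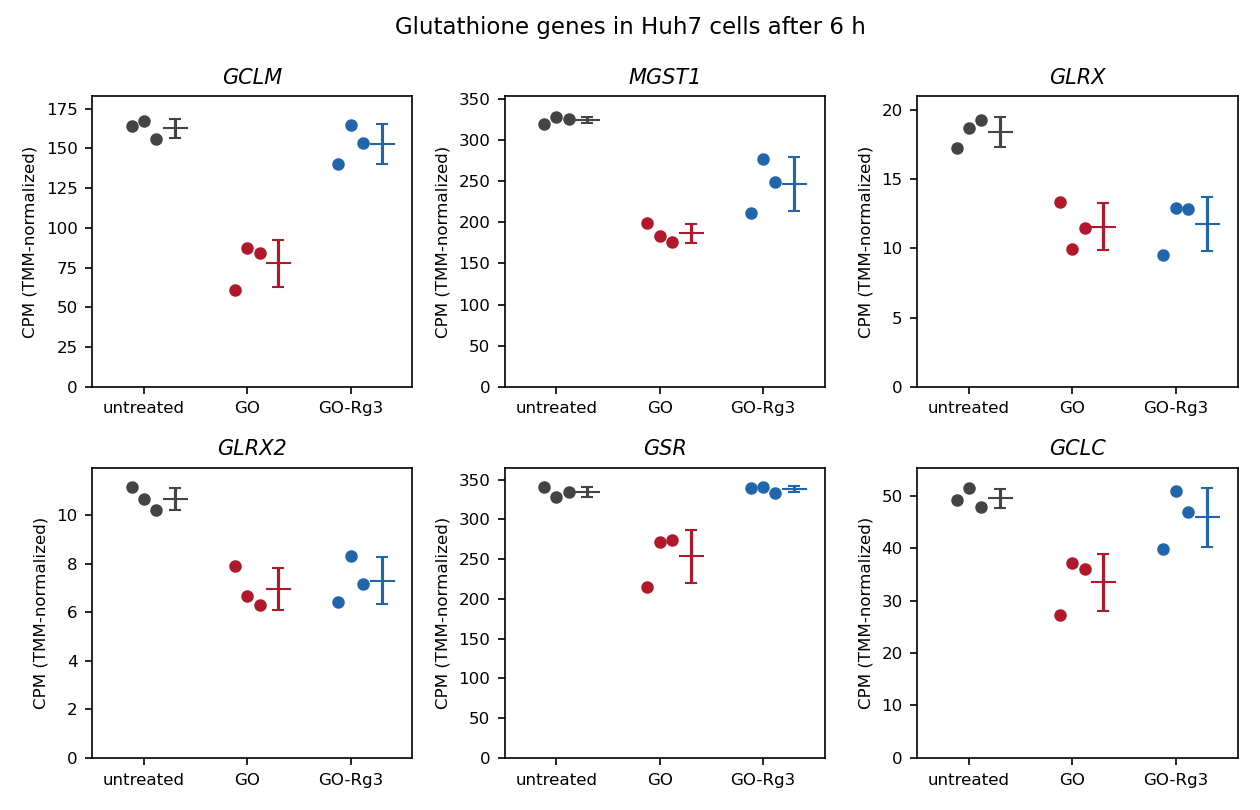
TMM-normalized CPM (vertical axis, from 0) of GCLM, MGST1, GLRX, GLRX2, GSR and GCLC in untreated, GO-treated and GO–Rg3-treated Huh7 cells after 6 h. Points are the 3 samples of each group and the bars beside them show mean ± SD; GCLM and GSR after GO–Rg3 lie near the untreated samples, and GLRX and GLRX2 near the GO-treated samples.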

GSH repletion and coordinated gene regulation of GSH synthesis was proposed as the mechanism behind the beneficial effect of Rg3 [66].

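Levels of ICOSLG and CSF3R were lower in GO–Rg3-treated than in GO-treated cells, at 13.95 ± 3.54 and 11.9 ± 1.86 CPM. Against GO the log2 fold changes were -0.93 (standard error 0.16, adjusted p = 0.00096) for ICOSLG and -0.71 (standard error 0.12, adjusted p = 0.00087) for CSF3R by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against untreated cells they were 0.41 (adjusted p = 0.28) and 0.22 (adjusted p = 0.5). CSF1 was at 53.8 ± 11.7 CPM, with log2 fold changes of -0.35 (standard error 0.13, adjusted p = 0.059) against GO and 0.58 (standard error 0.13, adjusted p = 0.045) against untreated cells. C5AR1 was at 0.364 ± 0.133 CPM, which is few counts, with log2 fold changes of -1.09 (standard error 0.43, adjusted p = 0.069) against GO and 0.81 (standard error 0.52, adjusted p = 0.56) against untreated cells. So for CSF1 and C5AR1 the difference from GO was not past the threshold of 0.01. Values from the block fit were -0.95, -0.72, -0.36 and -1.14 against GO for ICOSLG, CSF3R, CSF1 and C5AR1.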

Conjugation of Rg3 to GO restored the expression of inflammatory response genes, including *ICOSLG*, *CSF3R*, *CSF1*, and *C5AR1,* which were overexpressed in GO-treated cells to the normal levels (Figure S4). 

Furthermore, treatment of cells with the conjugated form of GO–Rg3 at 400 mg/mL did not induce IL17RA and VEGF gene expression neither cell proliferation (Figure S4 and Figure 4), which are explained as unwanted side effects of GO carrier. 

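The sample labels give 400 µg/mL for GO–Rg3. IL17RA was at 57.9 ± 5.95 CPM after GO–Rg3, a log2 fold change of 0.26 (standard error 0.10, adjusted p = 0.24) against untreated cells and of -0.42 (standard error 0.10, adjusted p = 0.0061) against GO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test against GO was not past 0.01 in 4 of the 6 fits that each left out 1 sample. VEGFA was at 118.3 ± 9.20 CPM, a log2 fold change of -0.02 (standard error 0.11, adjusted p = 0.96) against untreated cells and of -0.57 (standard error 0.11, adjusted p = 0.0023) against GO, the latter not past 0.01 in 2 of the 6 fits. The former was so near 0 that its sign changed with the processing, to 0.02 with the GC content offset. Blocking on the replicate gave 0.25 and -0.02 against untreated cells, and -0.42 and -0.57 against GO.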

Overall, Rg3 conjugation reduced the observed levels of GO cytotoxicity by diminishing ROS-induced stress and normal cell proliferation (Figure 4d). Thus, conjugation of Rg3 with GO makes GO–Rg3 a proper carrier with less toxicity compared to GO, which will drive the drug to the target cells with minimal toxicity. 

### 3.4. Effect of GO–Rg3–DOX on Hepatocarcinoma and Breast Cancer Cells

#### 3.4.1. pH Dependent Release of DOX from GO–Rg3–DOX 

The pH of blood and tissue is tightly controlled around pH 7.4 under normal physiological conditions. However, a local pH range from 5.5 to 7.0 is not uncommon in diseased tissues, such as the tumor microenvironment [67,68]. According to previous studies, DOX loading onto GO could be attributed to simple π-stacking [69] and its release from GO is enhanced at low pH [37]. The daunosamine group of DOX can be protonated, and thus its solubility is increased in acidic conditions, favoring DOX release from GO [70]. In our study, GO is negatively charged while Rg3 functionalization decreased the negative charge of GO, which might be due to the esterification of carboxyl groups with Rg3 (Figure 1b). However, the addition of DOX to GO–Rg3 did not change the surface charge of GO–Rg3. We expect that the reduced negative charge of GO–Rg3–DOX compared to GO is beneficial for interacting with the high negative charges present on the surface of cancer cells. This is similar to previous studies on GO functionalized with cationic antibiotic and its electrostatic interaction with negatively charged bacteria to facilitate bacterial trap-and-kill [71]. The DOX is possibly bound with GO–Rg3 through hydrogen bonding, which can be weakened at an acidic pH. This feature enhances targeted drug delivery since hydrophobic DOX, which is bound with hydrophilic GO, can be released specifically in the acidic tumor microenvironment or, upon internalization by Huh7 cells, inside the acidic endolysosomes. To examine the release of Rg3 and DOX from GO–Rg3–DOX, we placed a GO–Rg3–DOX solution (100 µg/mL) into a dialysis bag and incubated it over 12 days at two different pH values: 5.5 and 7.4 (Figure S6). At regular intervals, the release of Rg3 and DOX was measured by HPLC. Rg3 showed a steady release profile, independent of the pH value (Figure S6b). By contrast, the DOX release showed strong pH dependence, with almost no release at pH 7.4 and a steady release at pH 5.5 (Figure S6c). This finding was in accord with a previous report claiming that DOX was not released from GO at pH 7.4 [37]. Therefore, we concluded that pH 5.5, corresponding to an acidic tumor microenvironment and endolysosomal lumen inside targeted cells, would be the optimal conditions for DOX release from GO–Rg3–DOX. The retention of DOX on the GO carrier at a normal physiological pH of 7.4 means that the carrier would not release any DOX in the bloodstream or in non-targeted tissues, which would dramatically reduce the systemic side effects of this anticancer drug. 

#### 3.4.2. DOX Delivered in the Form of GO–Rg3–DOX Is More Effective Than Free DOX 

Next, we set out to compare the effectiveness of DOX delivered by GO–Rg3–DOX versus free DOX against Huh7 cells. A total of 100 µg/mL of GO–Rg3–DOX carrier was found to release between 1 and 1.6 µg/mL of DOX within 24 h, depending on pH (Figure S6c). Hence, a solution of 2 µg/mL of free DOX was selected as a benchmark for comparison. Our TEM analysis confirmed that GO–Rg3–DOX could enter the Huh7 cells (Figure 5a). Huh7 cells were treated with different concentrations of GO–Rg3–DOX (0, 20, 100, 200, and 400 µg/mL) and 2 µg/mL of DOX for 24 h. GO–Rg3–DOX significantly reduced the viability of Huh7 cells at all tested concentrations. Dead cells in GO–Rg3–DOX-treated samples were also observed by SEM imaging (Figure 5c). Importantly, the anticancer effect of GO–Rg3–DOX (44–47% dead cells at carrier concentrations of 100–400 µg/mL) was consistently at least two-fold higher than DOX alone at benchmark concentration (18.5% dead cells) (Figure 5b). We also expanded the range of DOX treatment to concentrations higher than the selected benchmark, which were 4–8 µg/mL—2–4 times higher than benchmark (Figure S7a). However, there were no significant changes in the viability of cells treated with even higher concentrations of free DOX. The result was also compared with the IC50 concentration of free DOX treatment against Huh7 cells from other studies (Figure S7c). Other studies reported an IC50 of 5–10 µg/mL for free DOX while GO–Rg3–DOX could effectively achieve 44–47% dead cells by releasing less than 2 µg/mL. Even the enhanced toxicity of GO–Rg3–DOX compared to free DOX might be in line with the previous finding that Rg3 can enhance the anticancer effects of DOX [50]. Interestingly, the cell viability assay showed no significant difference in the concentration range of 100–400 µg/mL of GO–Rg3–DOX (Figure 5b). 

Due to the saturation effect, 100 µg/mL of GO–Rg3–DOX was selected as the working concentration to further investigate the effect of GO–Rg3–DOX upon cell viability. The impact on cell viability was examined over a longer time course, showing 81% dead cells after 72 h of treatment (Figure S2). Interestingly, while GO–Rg3–DOX was twice as effective as free DOX at killing cancer cells, it induces less than half of ROS formation compared to DOX (Figure 5d). Therefore, it seems plausible to conclude that Rg3 enhanced the biocompatibility of our GO–Rg3–DOX nanocarrier by reducing the amount of ROS, thereby lowering the potential for creating side effects without diminishing DOX cytotoxicity to cancer cells. To test this hypothesis, we sought to clarify the mechanism of GO–Rg3–DOX cytotoxicity to Huh7 cells, which was addressed by a gene expression data analysis of treated cells.

GO–Rg3–DOX treatment affected the expression of many genes in Huh7 cells (Figure 3a). 

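GO–Rg3–DOX changed more genes than the other treatments at 6 h, with 2159 genes overexpressed and 3103 under-expressed compared with untreated cells. With the replicate number as a block they were 2170 and 3142, and 99.0% of the calls were shared. Same-numbered samples deviated together at a correlation of only 0.011. Of the scaling methods, library totals alone moved the result most. The median of all genes went from -0.06 to -0.47, and 1029 genes were overexpressed and 4937 under-expressed, so the overexpressed share was 17.3% against 41.0%. Log2 fold changes rose with GC content and fell with transcript length, with Spearman correlations of 0.38 and -0.18 across 16310 genes. With the GC content offset 4400 genes were called, and 69.3% of the calls were shared. Among called genes of at least 1 CPM without overlap between the groups, the largest rises were from no counts in any untreated sample. SELE had 56 to 85 counts after GO–Rg3–DOX, FGD5 44 to 97 and LINC00691 45 to 76, which is at least 34.85-fold, 30.4-fold and 27.0-fold higher than the floor of 3 counts. SELE and FGD5 overlap C1orf112 and FGD5-AS1 on the opposite strand. PRR15L (chromosome 17 from 46029333 to 46035249) fell from 17.4 ± 0.721 to 0.5565 ± 0.1975 CPM, a log2 fold change of -4.97 (standard error 0.17, adjusted p = 2.9e-11) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RP11-27I1.4, which overlaps FBXW2, and RP11-665N17.4 followed at -4.47 (standard error 0.31, adjusted p = 8.4e-09) and -4.44 (standard error 0.33, adjusted p = 1.9e-08). The block gave -4.97, -4.49 and -4.44.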

A total of 2170 genes were overexpressed, and 2612 genes were repressed by the treatment, compared to the untreated cells (FDR cutoff 0.01 and minimum fold change 1) (Figure 3b). Among differentially expressed genes, 310 genes overlapped with the genes that were differentially expressed in GO-treated cells, and only six genes overlapped with the genes that were differentially expressed in GO–Rg3-treated cells. 

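By the calls made here, 434 genes were differentially expressed after both GO and GO–Rg3–DOX. Of these, 385 changed in the same direction, 221 up and 164 down, and 49 in opposite directions. GO–Rg3 and GO–Rg3–DOX shared 5 genes, 4 of them in the same direction. With the replicate block the numbers in the same direction were 418 and 5, and with the GC content offset 274 and 6.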

Directional GSA of DE analysis of GO-, GO–Rg3-, and GO–Rg3–DOX-treated versus control untreated samples showed that the transcription and transcription regulatory genes were significantly repressed by GO–Rg3–DOX (Figure S8A,B). 

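The molecular function gene sets were not used here. As a stand-in for DNA-binding transcription regulators, the 437 tested zinc finger genes named ZNF had a median log2 fold change -1.18 from that of all genes after GO–Rg3–DOX, with 384 lower and 53 higher (adjusted p = 8.2e-19 over 32 family tests with camera). Its value in the block fit was -1.19. Estimating the inter-gene correlation moved the test most, to an adjusted p of 0.2, from a smallest value over the alternatives of 5.1e-30. After GO the value was -0.07 (adjusted p = 0.56) and after GO–Rg3 0.04 (adjusted p = 0.09), and the differences of GO–Rg3–DOX from these treatments were not tested. With DESeq2's log2 fold changes the adjusted p was 0.049 after GO and 0.031 after GO–Rg3. After GO–Rg3 the family also passed 0.05 with at least 10 counts in every sample (0.04, adjusted p = 0.045). It did so with the GC content offset too (0.05, adjusted p = 0.018, and 0.024 with the block). Zinc finger genes share similar sequences, so the counts of single members can be uncertain. With an offset for gene length the value after GO–Rg3–DOX was -1.14, and with that for GC content -1.09.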

Many transcription regulatory genes with functioning in development and differentiation were under-expressed (Table S1). Thus, the decreased expression of these genes by GO–Rg3–DOX could clearly be expected to affect the transcription of developmental genes. 

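All 9 transcription regulators that Table S1 lists were under-expressed past both thresholds after GO–Rg3–DOX, over all genes tested and over the 9 alone, with and without the replicate block. As the table lists the paper's own calls on these data, the count within it shows no stability. CDX2 (chromosome 13 from 28535055 to 28543452) fell from 106 ± 5.57 to 6.30 ± 1.65 CPM, a log2 fold change of -4.07 (standard error 0.17, adjusted p = 1.1e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ISX (chromosome 22 from 35462129 to 35483380) fell from 67.9 ± 1.895 to 5.14 ± 0.520 CPM, a log2 fold change of -3.72 (standard error 0.11, adjusted p = 3e-12). XBP1 (chromosome 22 from 29190543 to 29196585) was the most highly expressed of them, at 377 ± 2.46 CPM in untreated and 88.6 ± 5.94 CPM in treated cells, a log2 fold change of -2.09 (standard error 0.09, adjusted p = 1.7e-10). BRF2 fell from 18.9 ± 0.4545 to 2.88 ± 0.372 CPM, a log2 fold change of -2.71 (standard error 0.13, adjusted p = 2.3e-10). For BHLHE40, IRF2BP2, ETS2, NFIL3 and ZNF281 the log2 fold changes lay between -2.97 and -2.41. The block gave -4.09 for CDX2 and -3.73 for ISX. From the lower expression of these genes, the paper proposes that GO–Rg3–DOX affects the transcription of developmental genes.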

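Across 45 antioxidant genes, the median log2 fold change after GO–Rg3–DOX was 0.56 above that of all genes, with 35 genes higher than in untreated cells (adjusted p = 0.00092 over 32 family tests with camera). It was 0.56 with the replicate block, 0.56 with library totals alone and 0.35 with an offset for gene length. With library totals alone the median of all genes was -0.47. The value is therefore relative to other genes, and the number of genes above untreated levels depends on the scaling. The estimated inter-gene correlation gave adjusted p = 0.33, from a smallest value over the alternatives of 0.00021. The 6 genes that Table S1 lists, GPX3, TXNRD2, DUOX1, SOD3, PRDX5 and GSTM2, were all higher past both thresholds, over all genes and over the 6 alone. GPX3 (chromosome 5 from 150400152 to 150408549) rose from 277 ± 4.50 to 661 ± 87.1 CPM, a log2 fold change of 1.25 (standard error 0.12, adjusted p = 3.9e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PRDX5 (chromosome 11 from 64085593 to 64089283) rose from 131 ± 5.05 to 277 ± 23.7 CPM, a log2 fold change of 1.08 (standard error 0.15, adjusted p = 9.8e-06), and 0.66 with the GC content offset. TXNRD2, whose counts are uncertain, rose from 19.6 ± 1.54 to 44.6 ± 1.24 CPM, and GSTM2, which overlaps its paralog GSTM1, from 9.66 ± 0.714 to 23.6 ± 5.94 CPM. Their log2 fold changes were 1.18 (adjusted p = 1.7e-06) and 1.28 (adjusted p = 6.5e-06). DUOX1 and SOD3 had less than 1 CPM. SOD3 had a log2 fold change of 2.22 (standard error 0.62, adjusted p = 0.0051), not past 0.01 in 3 of the 6 fits without 1 sample, and with the GC content offset its adjusted p was 0.039, in a range of 0.00019 to 0.039 over the alternatives. The block gave 1.24, 1.07 and 2.28 for GPX3, PRDX5 and SOD3.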

In cells treated with GO–Rg3–DOX, the genes encoding the proteins with antioxidant activity were overexpressed (Figure S8 and Table S1). In fact, the critical apoptotic trigger of DOX is the oxidative DNA damage by the DOX-induced direct H_2_O_2_ generation [72]. Thus, the induction of these antioxidative genes confirms a strong therapeutic effect of DOX released from GO–Rg3–DOX. 

GO–Rg3–DOX provoked the overexpression of protease genes with the apoptotic function, such as granzyme M (*GZMM*), Caspase-10 (*CASP10*), and hyaluronan binding protein 2 (*HABP2*) (Figure S8 and Table S1). Furthermore, we could also find differentially expressed genes with the apoptotic function in the peptidase regulatory gene subset, such as BCL2 associated agonist of cell death (*BAD*) and TNF superfamily member 14 (*TNFSF14*), which were overexpressed, and TNF alpha induced protein 8 (*TNFAIP8*), which was under-expressed in GO–Rg3–DOX-treated cells. 

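GZMM (chromosome 19 from 544034 to 549924) had 0 to 1 counts in untreated samples and 12 to 14 after GO–Rg3–DOX, at least 6.23-fold higher than the floor of 3 counts (adjusted p = 4.7e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CASP10 (chromosome 2 from 202047595 to 202094151) rose from 19.1 ± 0.924 to 26.2 ± 2.90 CPM. Its log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.0015) was below the threshold of 1, and its adjusted p ranged from 1.4e-06 to 0.8 over the alternatives. HABP2 (chromosome 10 from 115310596 to 115349361) rose from 71.6 ± 2.58 to 211 ± 31.65 CPM, a log2 fold change of 1.56 (standard error 0.11, adjusted p = 7.9e-09). With the block it was 0.45 for CASP10 and 1.55 for HABP2.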

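BAD (chromosome 11 from 64037302 to 64052176) rose from 0.723 ± 0.178 to 2.45 ± 0.366 CPM after GO–Rg3–DOX, a log2 fold change of 1.78 (standard error 0.25, adjusted p = 1.7e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It overlaps GPR137, which had more counts, on the opposite strand, and the GC content offset lowered its log2 fold change to 1.13. TNFSF14 (chromosome 19 from 6661264 to 6670599) rose from 0.0939 ± 0.0617 to 0.866 ± 0.164 CPM, a log2 fold change of 3.10 (standard error 0.43, adjusted p = 1.4e-05) from few counts. TNFAIP8 (chromosome 5 from 118604387 to 118735383) fell from 11.7 ± 0.635 to 2.25 ± 0.311 CPM, a log2 fold change of -2.38 (standard error 0.13, adjusted p = 1.3e-09). For BAD, TNFSF14 and TNFAIP8 the replicate block gave 1.78, 3.09 and -2.38.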

BAD promotes cell death, and TNFSF14 protein stimulates the proliferation of T cells and trigger apoptosis of tumor cells—while TNFAIP8 acts as the negative mediator of apoptosis. 

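Of the genes linked to the immune response, AZU1 (chromosome 19 from 825097 to 832018) had 1 to 3 counts in untreated samples and 42 to 73 after GO–Rg3–DOX. That is at least 25.4-fold higher than the floor of 3 counts (adjusted p = 3.3e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPPL2B (chromosome 19 from 2328614 to 2355093) rose from 25.8 ± 2.39 to 60.5 ± 5.80 CPM, a log2 fold change of 1.23 (standard error 0.18, adjusted p = 2.8e-05), and 0.64 with the GC content offset. CTSW (chromosome 11 from 65647280 to 65651212), which overlaps the far more highly counted FIBP on the opposite strand, rose from 0.0490 ± 0.0472 to 0.577 ± 0.0818 CPM, a log2 fold change of 3.34 (standard error 0.58, adjusted p = 0.00012). Blocking on the replicate gave 1.25 and 3.31 for SPPL2B and CTSW.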

Regarding immune-response-related genes, azurocidin 1 (*AZU1*), signal peptide peptidase like 2B (*SPPL2B*), and cathepsin W (*CTSW*) were overexpressed in GO–Rg3–DOX-treated cells (Figure S8B). Hence, these results suggest that GO–Rg3–DOX might induce an immune response in cancerous cells.

In summary, GO–Rg3–DOX is twice as effective as free DOX while inducing less than half of the ROS. Furthermore, besides cancer cell death induced by ROS, it effectively represses the transcription of developmental genes and triggers tumor apoptosis.

#### 3.4.3. GO–Rg3–DOX Is Cytotoxic against Human MDA-MB-231 Breast Cancer Cells

DOX is currently the most effective chemotherapeutic drug used to treat breast cancer. In order to test the potential of our GO–Rg3–DOX platform for broader cancer therapy, we tested it against another type of cancer cell, the MDA-MB-231 breast cancer cell line. This cell line is resistant to DOX and free DOX treatment could only reduce cell viability by 22% at 8 µg/mL, which is 4 times higher than the benchmark concentration (Figure S7b). Based on the previous assays with Huh7 cells, we have selected 400 µg/mL of GO, 400 µg/mL of GO–Rg3, 100 µg/mL of GO–Rg3–DOX, and 2 µg/mL of free DOX as the standard working concentrations (Figure 6). After 24 h of treatment, it was observed that DOX alone could only kill 25.5% of the cells (Figure 6c). By contrast, GO–Rg3 and GO–Rg3–DOX eliminated 43% and 46.3% of the cells, respectively (Figure 6b,c). Our ROS measurements suggested a similar scenario as the one seen with Huh7 cells. DOX-induced cardiotoxic side effects are known to involve ROS generation [34]. In the MDA-MB-231 cells, Rg3 mitigated GO-induced ROS generation (Figure 6b). Therefore, it can be concluded that the novel DOX conjugate (GO–Rg3–DOX) is an efficient anticancer agent (46.3% cytotoxicity) against breast cancer cells. After 24 h of treatment, its killing efficiency was significantly higher than the current benchmark study, where the cytotoxicity effect of combined free Rg3 and free DOX was reported against the same cell line, but with double the exposure (48 h) [34]. In addition to GO–Rg3–DOX being effective, its Rg3 component reduced ROS generation, which is expected to reduce the side effects on non-cancerous tissues. 

## 4. Conclusions

Based on the results reported in this study, we propose that our pH-responsive DOX carrier, GO–Rg3–DOX, could present a promising new venue for efficient delivery of chemotherapy to cancerous tissues with minimized toxicity of drug carrier. This combination of a GO nanocarrier, Rg3, and DOX possesses several key properties that go beyond state-of-the-art in current drug delivery approaches. Firstly, GO–Rg3–DOX is more effective in terms of cytotoxicity towards Huh7 and MDA-MB-231 cells compared to all the benchmark studies in the literature, and can help to reduce the quantity of chemotherapy drugs administered, thereby reducing the side effects and cost of treatment. Secondly, GO–Rg3–DOX releases the loaded drugs only in the acidic environment, which ensures specific release in the acidic environment of cancerous tissues, and, upon endocytosis, in endolysosomes of targeted cells. This feature could be key for targeted delivery and minimizing systemic side effects. Finally, the presence of Rg3 in the platform significantly reduces ROS formation and moderates cell proliferation, which are otherwise stimulated by GO alone. These Rg3 effects show promise for mitigating side effects that are commonly related to unwanted ROS damage to healthy tissues. The biocompatibility and effectiveness of this novel drug delivery system need to be further investigated in different mammalian cell lines, but current results support its relevance for further testing in animal models. If GO–Rg3–DOX could be combined with a receptor-mediated targeted delivery system, it has potential to become a powerful tool for chemotherapy.

## Figures and Tables

**Figure 1:**
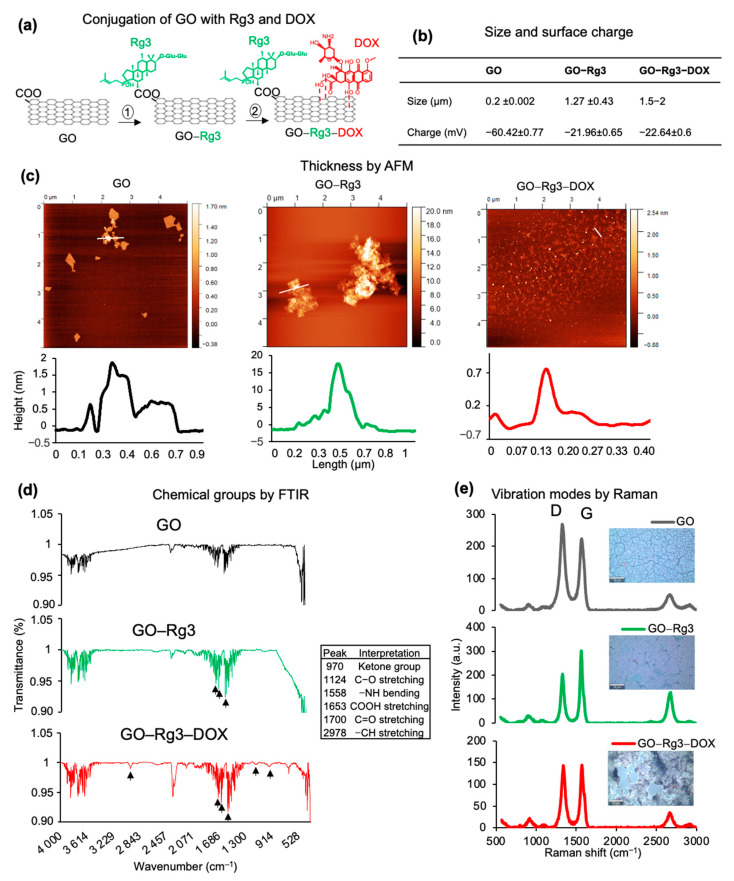
Physical and chemical characterization of GO, GO–Rg3, and GO–Rg3–DOX. (**a**) Schematic depiction of conjugation of GO with Rg3 and DOX. The dotted lines indicate non-covalent binding of DOX to GO. (**b**) Size and surface charge of GO, GO–Rg3, and GO–Rg3–DOX. (**c**) Representative AFM images of GO, GO–Rg3, and GO–Rg3–DOX. Height profile of white lines is shown below each AFM image. (**d**) FTIR analysis of GO, GO–Rg3, and GO–Rg3–DOX. The respective peaks shown by black arrows are listed in the table. (**e**) Raman spectra (left) and bright filed images (right) of GO, GO–Rg3, and GO–Rg3–DOX taken by Raman microscopy.

**Figure 2:**
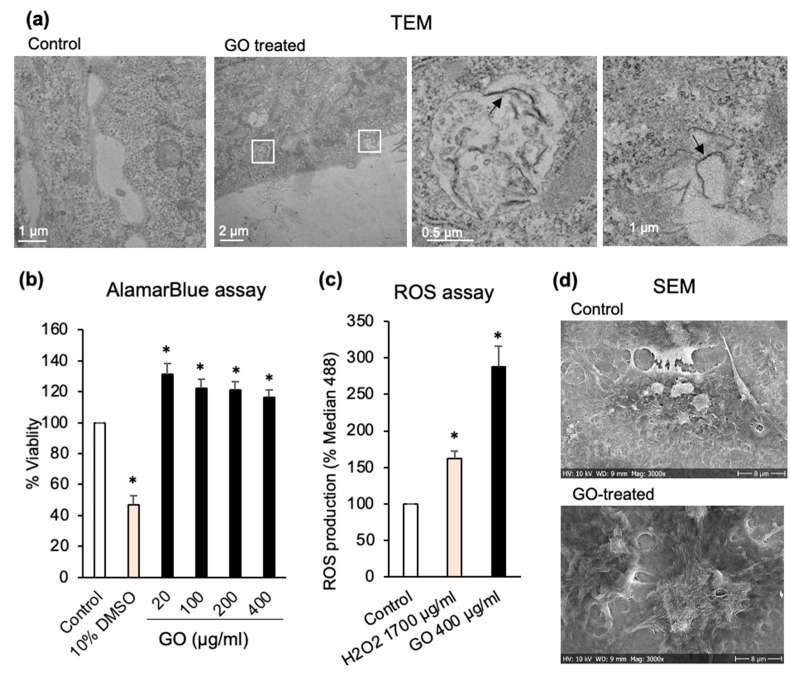
GO alone induces ROS generation in Huh7 cells, which leads to a small decrease of cell viability upon longer exposure. (**a**) TEM images of Huh7 control cells and cells treated with 400 µg/mL of GO for 6 h. Evidence of GO internalization is marked with white boxes, with higher magnification images and black arrows pointing to internalized GO flakes. (**b**) AlamarBlue cell viability assay 24 h after administration of different concentrations of GO. All values are normalized to those obtained for untreated cells (medium alone). The positive control was 10% DMSO. (**c**) ROS production induced by 400 µg/mL of GO after 24 h of treatment, measured at excitation at 488 nm on a flow cytometer based on the formation of the fluorescent compound 2′,7′-dichlorofluorescein (DCF) in presence of ROS. Median 488 values represent DCF fluorescent signal and are normalized to the signal from untreated cells. H2O2 was used as a positive control. (**d**) SEM images of Huh7 cells treated with 400 µg/mL of GO for 24 h. Untreated cells are shown as control. Relevant to panel B and C, data represent the mean ± SE of three independent replicates and it was statistically analyzed and compared with the control (* *p* < 0.05) using Student’s *t* test.

**Figure 3:**
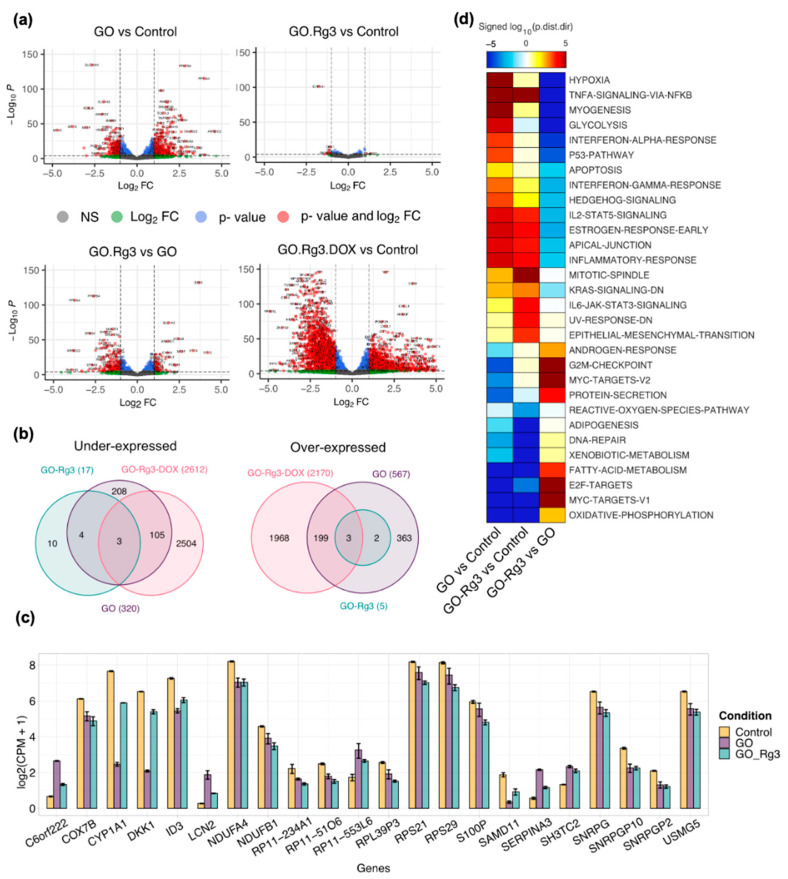
RNA sequencing supports mitigated toxicity of GO by Rg3 conjugation. (**a**) Volcano plots show differentially expressed genes of each treatment. The cut-off for |log2FC| is >1; the cut-off for adjusted *p*-value is 1 × 10^−4^, NS, not significant. (**b**) Venn diagrams showing the number of common and specific overexpressed (right) and under-expressed genes (left) in treatments compared with the control. The cut-off for |log2FC| is >1; the cut-off for adjusted *p*-value is 0.01. (**c**) Barplot of expression of 22 genes differentially expressed genes in GO–Rg3 compared with control. Shown are the log2 transformed count per million (CPM) levels of genes in untreated samples (yellow), treated samples with GO (purple), and treated samples with GO–Rg3 (green). The cut-off for |log2FC| is >1; the cut-off for adjusted *p*-value is 0.01. (**d**) Directional GSA of DE analysis for GO- and GO–Rg3-treated versus control and GO–Rg3- versus GO-treated samples. Only the Hallmark gene set collection is shown here and sets with <10 genes were excluded. The more significant (lower value) of the two directional *p*-values for each gene set is shown in the heatmap as a log10-transformed value. The distinct directional gene set *p*-values (p_adj.dist.dir_) are calculated for coordinated increases (p_adj,dist-dir-up_) and decreases (p_adj,dist-dir-down_) in expression. The value is also “signed,” meaning that gene sets with a more significant decrease than increase (p_adj,dist-dir-down_ < p_adj,dist-dir-up_) are negative; otherwise, they are positive. Only gene sets with a p_adj,dist-dir_ less than 0.01 in at least one comparison are shown.

**Figure 4:**
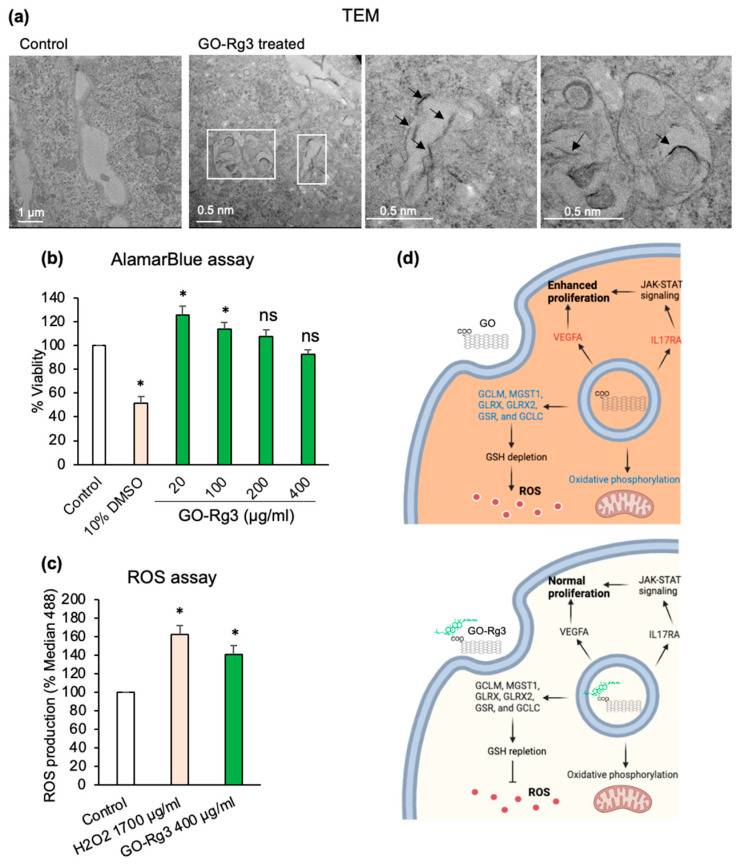
Conjugation of Rg3 with GO reduces oxidative stress induced by the nanocarrier in Huh7 cells. (**a**) TEM images of Huh7 control cells and cells treated with 400 µg/mL GO for 6 h. Evidence of GO internalization is marked with white boxes, with higher magnification images and black arrows pointing to internalized GO flakes. (**b**) AlamarBlue cell viability assay of Huh7 cells treated with GO–Rg3 for 24 h. GO–Rg3 was prepared using the 0.5 mg/mL solution of Rg3 for loading. Different concentrations of GO–Rg3 were administered. All values were normalized to those obtained from untreated cells (medium only). The positive control was 10% DMSO. (**c**) ROS production induced by 24 h exposure of Huh7 cells to 400 µg/mL GO–Rg3. ROS was measured at excitation at 488 nm on a flow cytometer based on the formation of the fluorescent compound 2′,7′-dichlorofluorescein (DCF) in presence of ROS. Median 488 values represent DCF fluorescent signal and are normalized to the signal from untreated cells. H_2_O_2_ was used as a positive control. (**d**) Schematic model of GO (Top) and GO–Rg3 (Down) internalization into Huh7 cells and downstream effects. (Top) GO internalized through endocytosis, under-expressed oxidative phosphorylation, and glutathione-biosynthesis-related genes, leading ROS accumulation. GO enhances cell proliferation through upregulation and activation of JAK-STAT signaling and VEGF. (Down) GO–Rg3 mitigates toxicity of GO by restoring the expression level of oxidative phosphorylation and glutathione biosynthesis genes, leading to reduced ROS production. GO–Rg3 moderates the expression of JAK-STAT signaling and VEGF, leading to normal cell proliferation. Red- and blue-colored genes were over- and under-expressed, respectively, while black means unchanged expression. Relevant to panel B and C, data represent the mean ± SE of three independent replicates and it was statistically analyzed and compared with the control (*: *p* < 0.05, ns: not significant) using Student’s *t* test.

**Figure 5:**
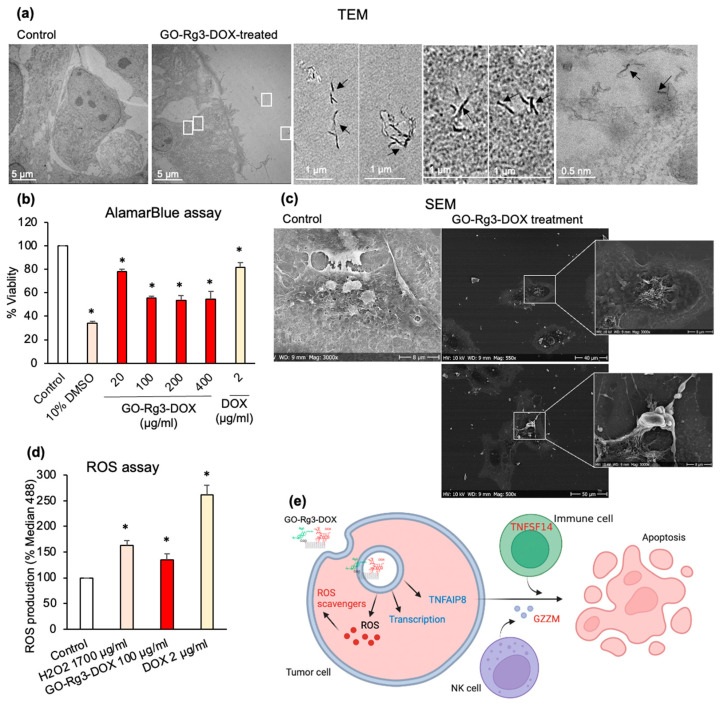
Cytotoxicity of GO–Rg3–DOX against Huh7 cells. (**a**) TEM images of Huh7 cells treated with 100 µg/mL GO–Rg3–DOX for 6 h compared to untreated cells. Evidence of extracellular GO and GO internalization are marked with white boxes, with higher magnification images and black arrows pointing to GO flakes. (**b**) AlamarBlue cell viability assay 24 h after administration of different concentrations of GO–Rg3–DOX. All values were normalized to those obtained from untreated cells (medium only). The positive controls were 10% DMSO and 2 µg/mL DOX. (**c**) SEM images of Huh7 cells treated with GO–Rg3–DOX (400 µg/mL) for 24 h, compared to untreated cells as control. (**d**) ROS production induced by GO–Rg3–DOX 24 h after administration, measured at excitation at 488 nm on a flow cytometer based on the formation of the fluorescent compound 2′,7′-dichlorofluorescein (DCF) in presence of ROS. Median 488 values represent DCF fluorescent signal and are normalized to the signal from untreated cells. H2O2 was used as a positive control. (**e**) Schematic representation of GO–Rg3–DOX internalization and downstream effects. Upon GO–Rg3–DOX treatment, transcription-related genes were under-expressed, while ROS-scavengers-related genes were overexpressed to detoxify the cell. Under-expression of TNFAIP8 and overexpression of GZMM and TNFSF14 induce cancer cell apoptosis. Red- and blue-colored genes were over- and under-expressed, respectively. Relevant to panel B and E, data represent the mean ± SE of three independent replicates and it was statistically analyzed and compared with the control (* *p* < 0.05) using Student’s *t* test.

**Figure 6:**
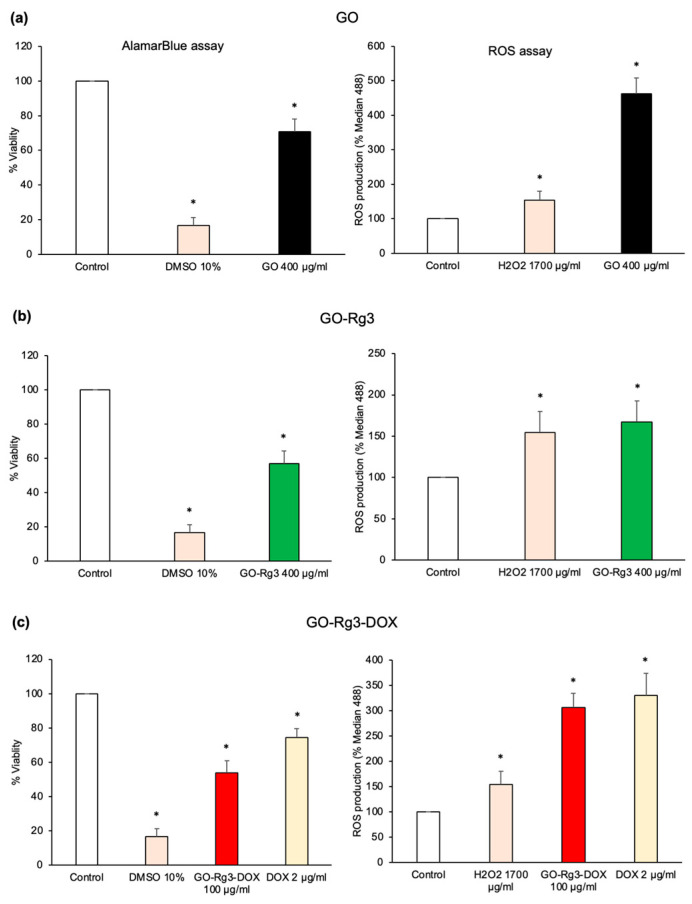
Rg3 and DOX cytotoxicity in human breast cancer MDA-MB-231 cells. (**a**) AlamarBlue assay 24 h after GO administration. All values were normalized to those obtained from untreated cells (medium only). The positive control was 10% DMSO. (**b**) AlamarBlue assay 24 h after GO–Rg3 administration. All values were normalized to those obtained from untreated cells (medium only). The positive control was 10% DMSO. (**c**) AlamarBlue assay 24 h after GO–Rg3–DOX administration. All values were normalized to those obtained from untreated cells (medium only). The positive control was 10% DMSO. In all panels, ROS production 24 h after administration is shown on the right side, measured at excitation at 488 nm on a flow cytometer based on the formation of the fluorescent compound 2′,7′-dichlorofluorescein (DCF) in presence of ROS. Median 488 values represent DCF fluorescent signal and are normalized to the signal from untreated cells. H2O2 was used as a positive control. Relevant to all panels, data represent the mean ± SE of three independent replicates and it was statistically analyzed and compared with the control (* *p* < 0.05) using Student’s *t* test.

## Data Availability

Raw RNA sequencing data and raw read counts are accessible through GEO Series accession number GSE185139 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185139).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pharmaceutics15020391/s1. Figure S1. (a) Dynamic light scattering (DLS) size distribution curve of GO and GO-Rg3 in combination with normalized intensity correlation function. (b) Atomic force microscopy (AFM) image of GO-Rg3-DOX. Height profile of white line is shown below each AFM image. Figure S2. GO and GO-Rg3-DOX are toxic for Huh7 cells during prolonged treatments. AlamarBlue cell viability assay with Huh7 cells treated with 400 µg/ml GO and 100 µg/ml GO-Rg3-DOX, at different time points. All values were normalized to those obtained with untreated cells (grown in medium only). 10% DMSO was used as a positive control. Figure S3. PCA plot of gene expression of Huh7 cells treated with GO, GO-Rg3, and GO-Rg3-DOX compared to untreated cells as the control. (a) Log-CPM of all genes were used in PCA analysis, (b) Log-CPM of only associated genes with metabolism were used. Points are colored for different treatments. Figure S4. RNA sequencing supports mitigated toxicity of GO by Rg3 conjugation. Significantly changed genes in gene sets associated with the xenobiotic metabolism, angiogenesis, reactive oxygen species, IL6-JAK-STAT3 signaling, oxidative phosphorylation, inflammatory response, and apoptosis, are shown in the heatmaps, colored by log_2_FC of the genes in GO-treated and GO-Rg3-treated compared with untreated samples, and also GO-Rg3-treated compared with GO-treated samples. Log fold-change directionality (increase or decrease) information was incorporated with log_10_ (p_adj_) for representing the significance of differential expressed genes in each gene set. Figure S5. (a) Loading capacity of GO for Rg3. GO was conjugated with Rg3 at concentrations 0.5 and 1 mg/ml. The remaining material after GO loading with Rg3 was used for HPLC analysis. (b) AlamarBlue cell viability assay of Huh7 cells treated with GO-Rg3 for 24 h. GO-Rg3 was prepared using the 1 mg/ml solution of Rg3 for loading. Different concentrations of GO-Rg3 were administered. All values were normalized to those obtained from untreated cells (medium only). 10% DMSO was used as a positive control. Data represent the mean ± SE of three independent replicates and it was statistically analyzed and compared with the control (*: *p* < 0.05, ns: not significant) using Student’s *t* test. (c) Confocal imaging of Huh7 cells after treatment with our standard preparation of GO-Rg3. Cell were incubated for 24 h in a medium containing 20 µg/ml GO-Rg3 and were subsequently washed with PBS before imaging. 10% DMSO was used as a positive control. Figure S6. pH-dependent DOX and Rg3 release from GO-Rg3-DOX nanocarriers. (a) Schematic outline of the experimental set-up. (b) Cumulative Rg3 release over twelve days at pH 5.5 and pH 7.4. (c) Cumulative DOX release over six days at pH 5.5 and pH 7.4. The Rg3 and DOX release to PBS buffer was measured by HPLC. Figure S7. AlamarBlue viability assay of (a) Huh7 and (b) MDA-MB-231 cells treated with different concentrations of DOX for 24 h. All values were normalized to those obtained from untreated cells (medium only). 10% DMSO was used as a positive control. Data represent the mean ±SE of three independent replicates. (c) IC50 of DOX against Huh7 cells after 24 h treatment from other studies (black) and our study (red). Figure S8. Effect of DOX delivered by GO-Rg3-DOX. (A) Results of the directional GSA of DE analysis for GO, GO-Rg3, and GO-Rg3-DOX treated versus control samples. Only the molecular function (GO_terms) gene set collection retrieved from downloaded MSigBD database is shown here, and sets with <10 genes were excluded. The more significant (lower value) of the two directional *p* values for each gene set is shown in the heatmap as a log_10_-transformed value. The distinct directional gene set *p* values (p_adj.dist.dir_) are calculated for coordinated increases (p_adj,dist-dir-up_) and decreases (p_adj,dist-dir-down_) in expression. The value is also “signed,” meaning that gene sets with a more significant decrease than increase (p_adj,dist-dir-down_ < p_adj,dist-dir-up_) are negative; otherwise, they are positive. Only gene sets with a p_adj,dist-dir_ less than 1 × 10^−6^ in at least one of the comparisons are shown. (B) Significantly changed genes in gene sets associated with double strand DNA binding, ion transmembrane transporter activity, endopeptidase activity, antioxidant activity, and peptidase regulator activity are shown in the heatmap, colored by log_2_FC of the genes in GO, GO-Rg3, and GO-Rg3-DOX treated samples compared with untreated samples, and also GO-Rg3 compared with GO treated samples. The cut-off for all gene sets (except ion transmembrane transporter activity |log_2_FC| is >2) |log_2_FC| is >1. Log fold-change directionality (increase or decrease) information was incorporated with log_10_ (p_adj_) for representing the significance of differential expressed genes in each gene set. Genes associated with these gene sets were extracted from molecular function gene set. Table S1. Coverage and quality of RNA sequencing (RNA-seq) results of samples used in this study. GRCh37 was used as the reference genome. Table S2. Selected differentially expressed genes affected by GO-Rg3-DOX treatment compared with non-treated samples in gene sets associated with double strand DNA binding, endopeptidase activity, antioxidant activity, and peptidase regulator activity. References [73,74,75] are cited in the supplementary materials.

# Supplementary material for: Ginsenoside Rg3 Reduces the Toxicity of Graphene Oxide Used for pH-Responsive Delivery of Doxorubicin to Liver and Breast Cancer Cells
**Source:** Pharmaceutics. 2023 Jan 24;15(2):391. doi: 10.3390/pharmaceutics15020391
**Supplement:** Supplementary file 1

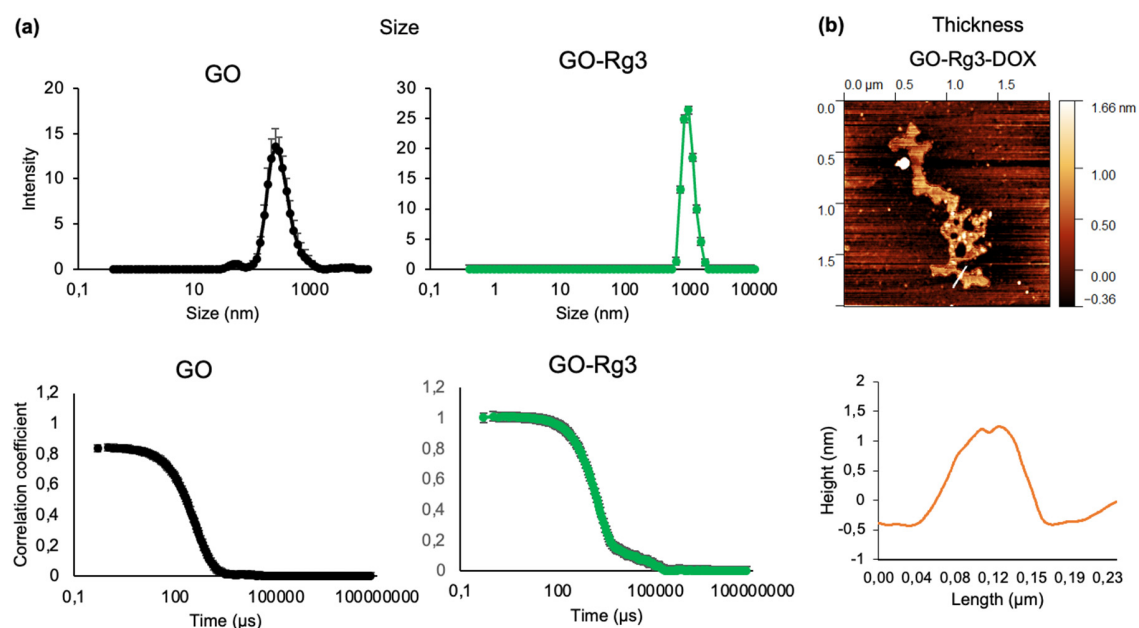

Figure S1. (a) Dynamic light scattering (DLS) size distribution curve of GO and GO-Rg3 in combination with normalized intensity correlation function. (b) Atomic force microscopy (AFM) image of GO-Rg3-DOX. Height profile of white line is shown below each AFM image.

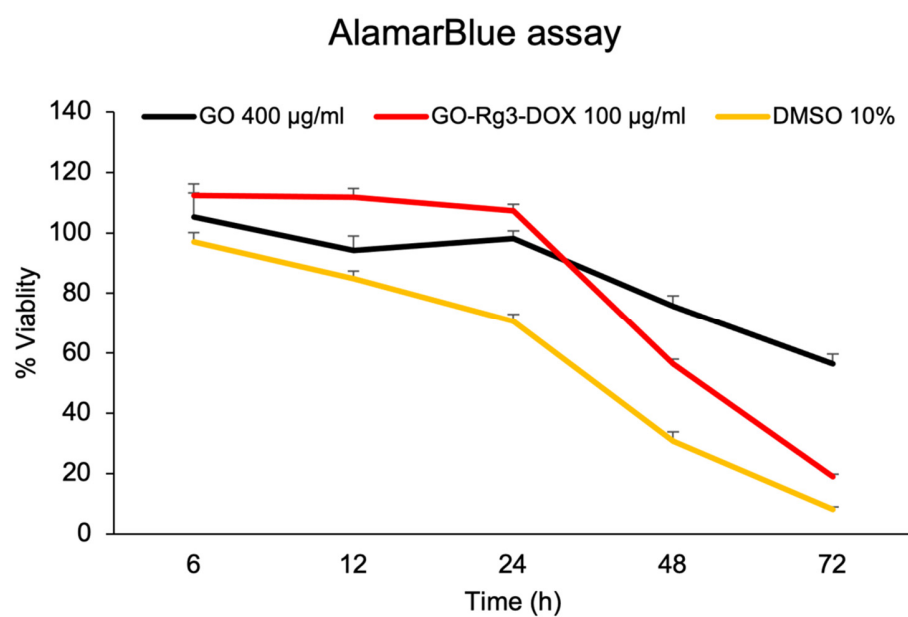

Figure S2. GO and GO-Rg3-DOX are toxic for Huh7 cells during prolonged treatments. AlamarBlue cell viability assay with Huh7 cells treated with 400 µg/ml GO and 100 µg/ml GO-Rg3-DOX, at different time points. All values were normalized to those obtained with untreated cells (grown in medium only). 10% DMSO was used as a positive control.

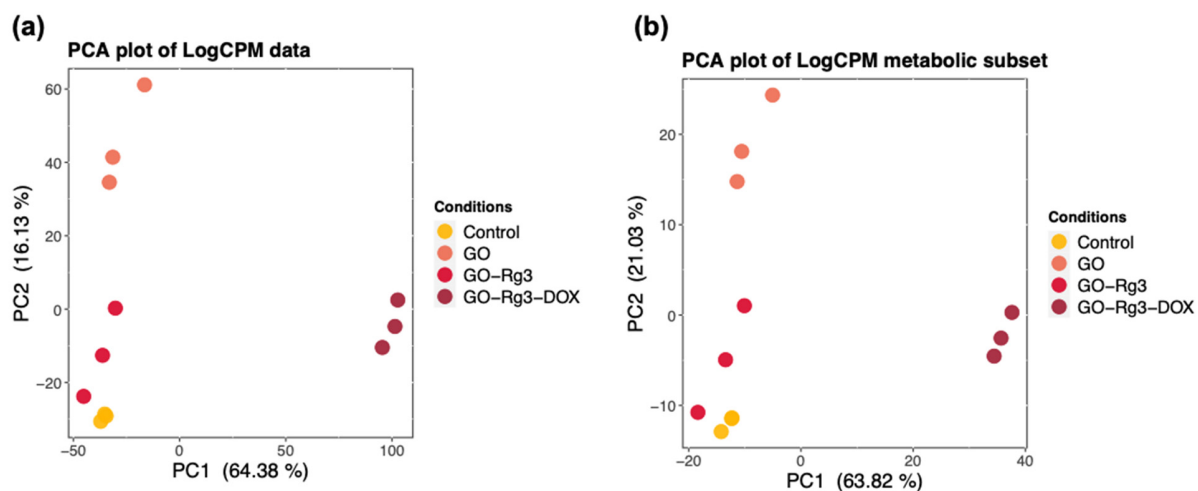

Figure S3. PCA plot of gene expression of Huh7 cells treated with GO, GO-Rg3, and GO-Rg3-DOX compared to untreated cells as the control. **(a)** Log-CPM of all genes were used in PCA analysis, **(b)** Log-CPM of only associated genes with metabolism were used. Points are colored for different treatments.

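A principal component analysis of log2 CPM with a prior count of 2 over all 17092 genes put 65.4% of the variance on the first and 15.6% on the second component. Scores on the first were 97.8 to 108.6 for the GO–Rg3–DOX samples and -46.0 to -16.6 for the other 9. On the second, the untreated samples lay from -30.2 to -27.8, GO–Rg3 from -23.1 to -1.85 and GO from 34.7 to 62.8. GO replicate 1 stood farthest from its group on it. Matched by its 23737 detected genes, this library has the lowest RNA integrity number in the paper's coverage table, with untreated replicate 2 next. Leaving out 1 sample in turn gave shares of 59.7% to 71.3% and 11.6% to 19.9%. Without the filter on low counts they were 51.7% and 13.2%, and with a prior count of 0.25 they were 62.9% and 14.1%. The metabolic gene subset was not analysed here.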

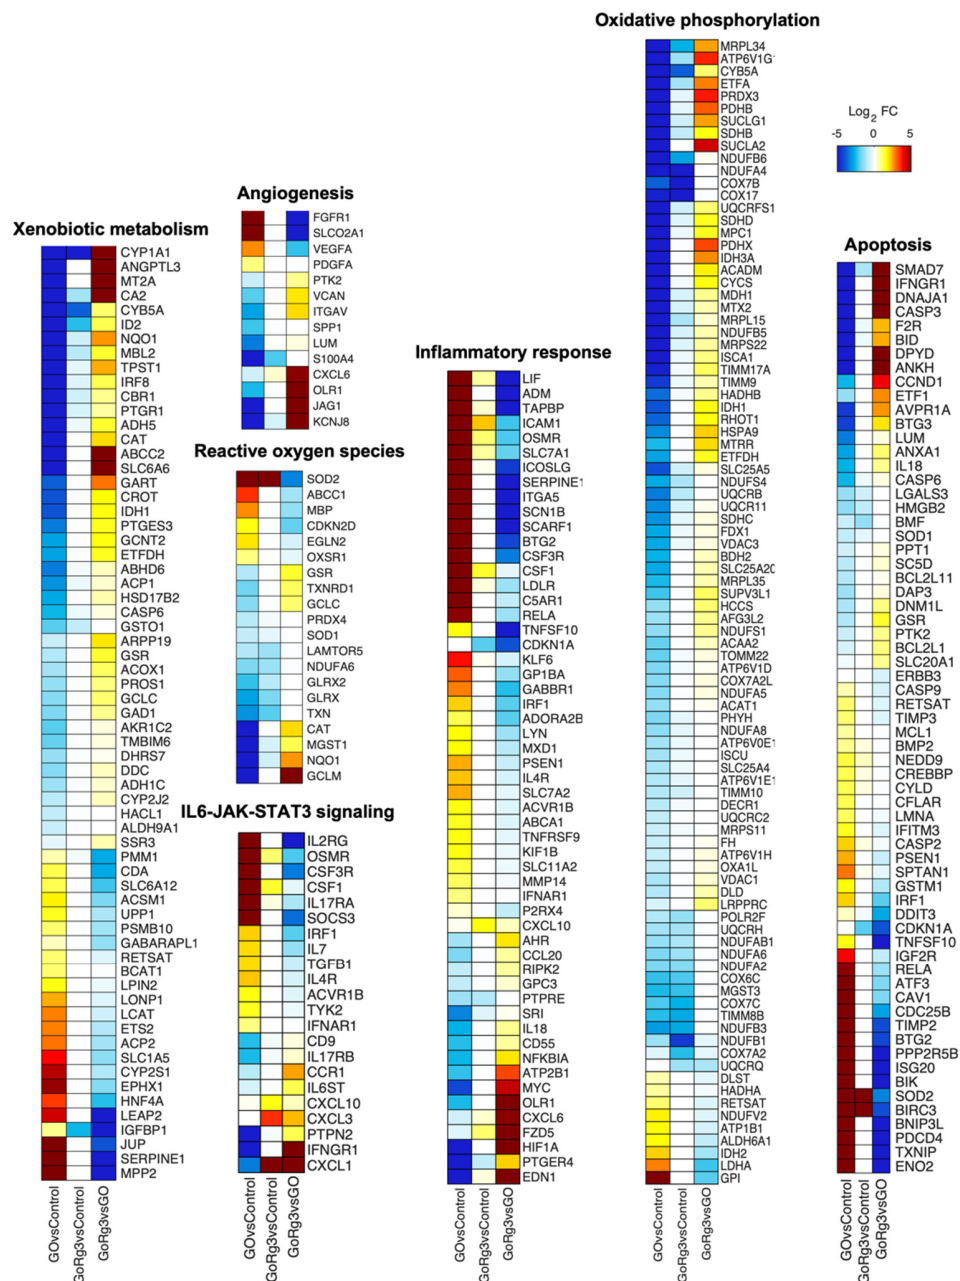

Figure S4. RNA sequencing supports mitigated toxicity of GO by Rg3 conjugation. Significantly changed genes in gene sets associated with the xenobiotic metabolism, reactive oxygen species, , IL6-JAK-STAT3 signaling, oxidative phosphorylation, inflammatory response, and apoptosis, are shown in the heatmaps, colored by log<sub>2</sub>FC of the genes in GO-treated and GO-Rg3-treated compared with untreated samples, and also GO-Rg3-treated compared with GO-treated samples. Log fold-change directionality (increase or decrease) information was incorporated with  $\log_{10}$  ( $p_{\text{adj}}$ ) for representing the significance of differential expressed genes in each gene set.

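IL2RG, IL4R and IL7 of the IL6-JAK-STAT3 subset and SOD2 of the ROS pathway subset were also compared after GO–Rg3. IL2RG had a log2 fold change of 0.20 (standard error 0.17, adjusted p = 0.68) for GO–Rg3 against untreated cells and of -1.16 (standard error 0.16, adjusted p = 0.00022) against GO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. IL4R was at 0.14 (adjusted p = 0.62) and -0.34 (adjusted p = 0.023), and IL7, with few counts, at 0.02 (adjusted p = 0.99) and -1.04 (adjusted p = 0.018). SOD2 was at 0.65 (adjusted p = 0.0082) against untreated cells and -0.54 (adjusted p = 0.0013) against GO, and the former was not past 0.01 in any of the 6 fits that each left out 1 sample. Log2 fold changes in the block fit were -1.17, -0.34, -1.01 and -0.54 against GO for IL2RG, IL4R, IL7 and SOD2.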

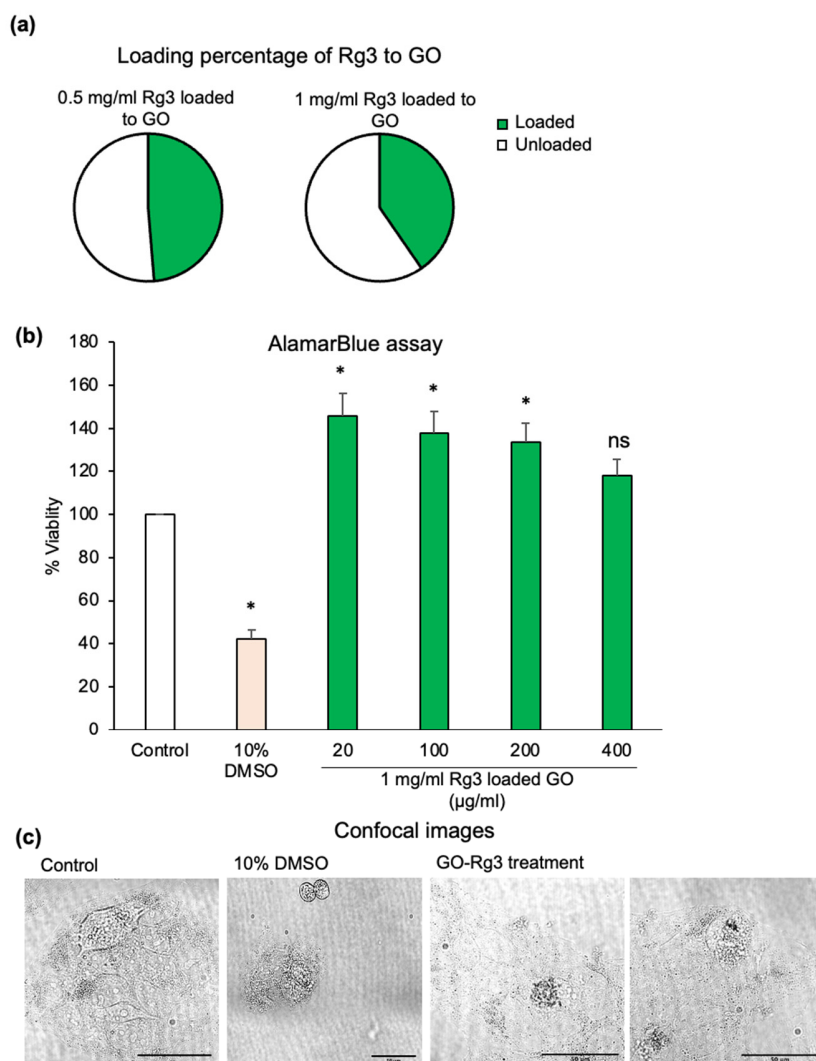

Figure S5. **(a)** Loading capacity of GO for Rg3. GO was conjugated with Rg3 at concentrations 0.5 and 1 mg/ml. The remaining material after GO loading with Rg3 was used for HPLC analysis. **(b)** AlamarBlue cell viability assay of Huh7 cells treated with GO-Rg3 for 24 h. GO-Rg3 was prepared using the 1 mg/ml solution of Rg3 for loading. Different concentrations of GO-Rg3 were administered. All values were normalized to those obtained from untreated cells (medium only). 10% DMSO was used as a positive control. Data represent the mean  $\pm$ SE of three independent replicates and it was statistically analyzed and compared with the control (\*:  $P < 0.05$ , ns: not significant) using Student's t test. **(c)** Confocal imaging of Huh7 cells after treatment with our

standard preparation of GO-Rg3. Cell were incubated for 24 h in a medium containing 20 µg/ml GO-Rg3 and were subsequently washed with PBS before imaging. 10% DMSO was used as a positive control.

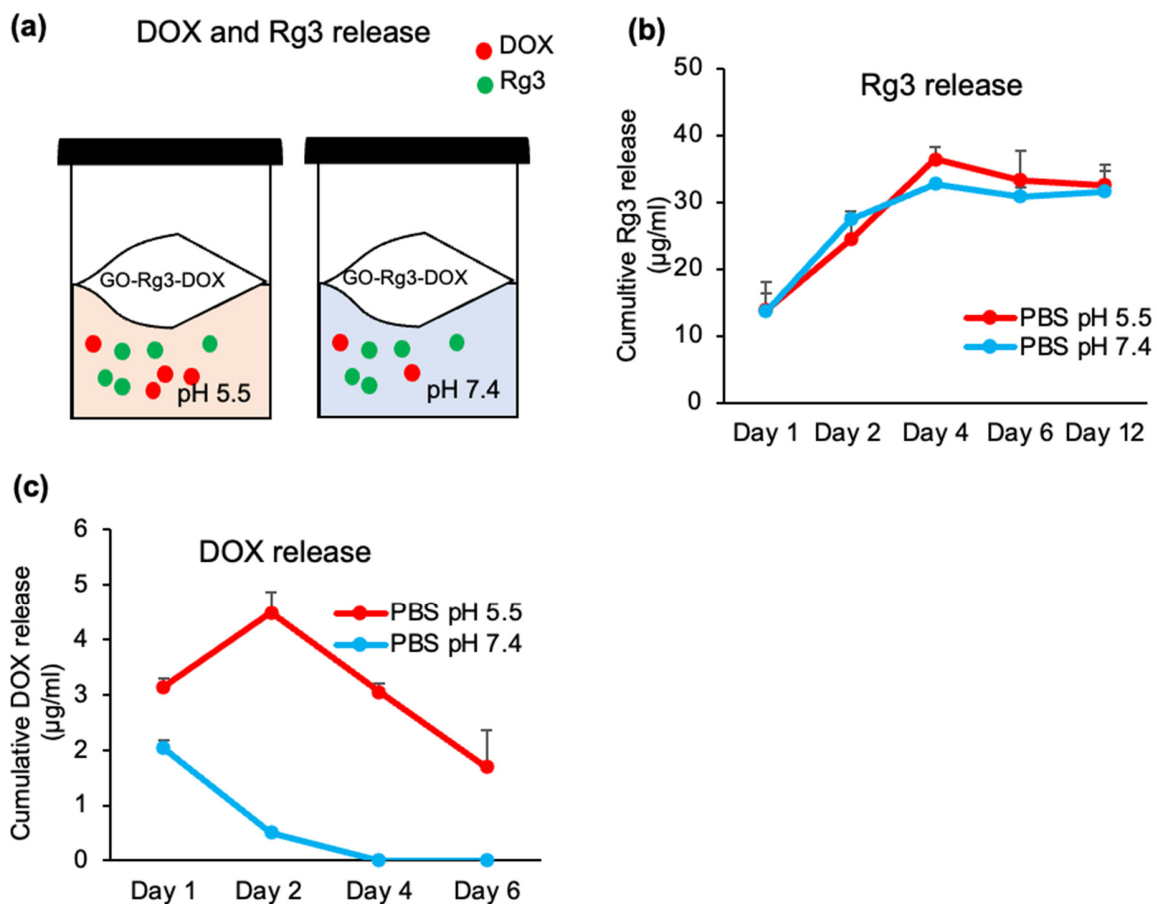

Figure S6. pH-dependent DOX and Rg3 release from GO-Rg3-DOX nanocarriers. **(a)** Schematic outline of the experimental set-up. **(b)** Cumulative Rg3 release over twelve days at pH 5.5 and pH 7.4. **(c)** Cumulative DOX release over six days at pH 5.5 and pH 7.4. The Rg3 and DOX release to PBS buffer was measured by HPLC.

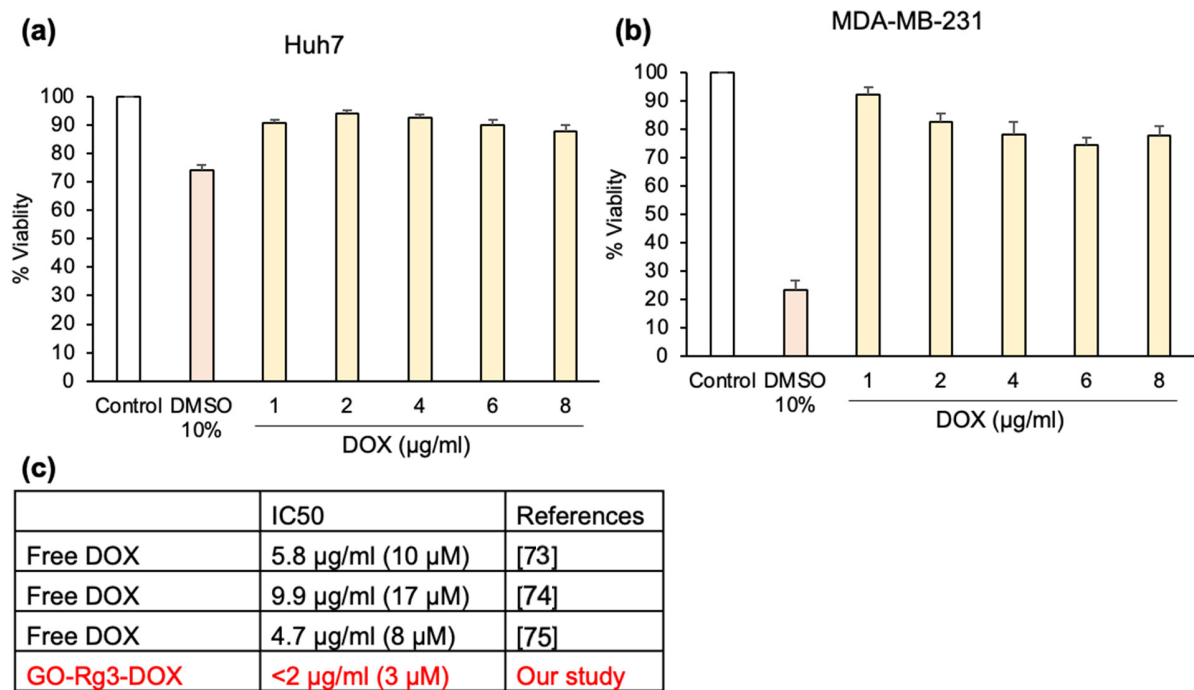

Figure S7. AlamarBlue viability assay of **(a)** Huh7 and **(b)** MDA-MB-231 cells treated with different concentrations of DOX for 24 h. All values were normalized to those obtained from untreated cells (medium only). 10% DMSO was used as a positive control. Data represent the mean  $\pm$ SE of three independent replicates. **(c)** IC50 of DOX against Huh7 cells after 24 h treatment from other studies (black) and our study (red).

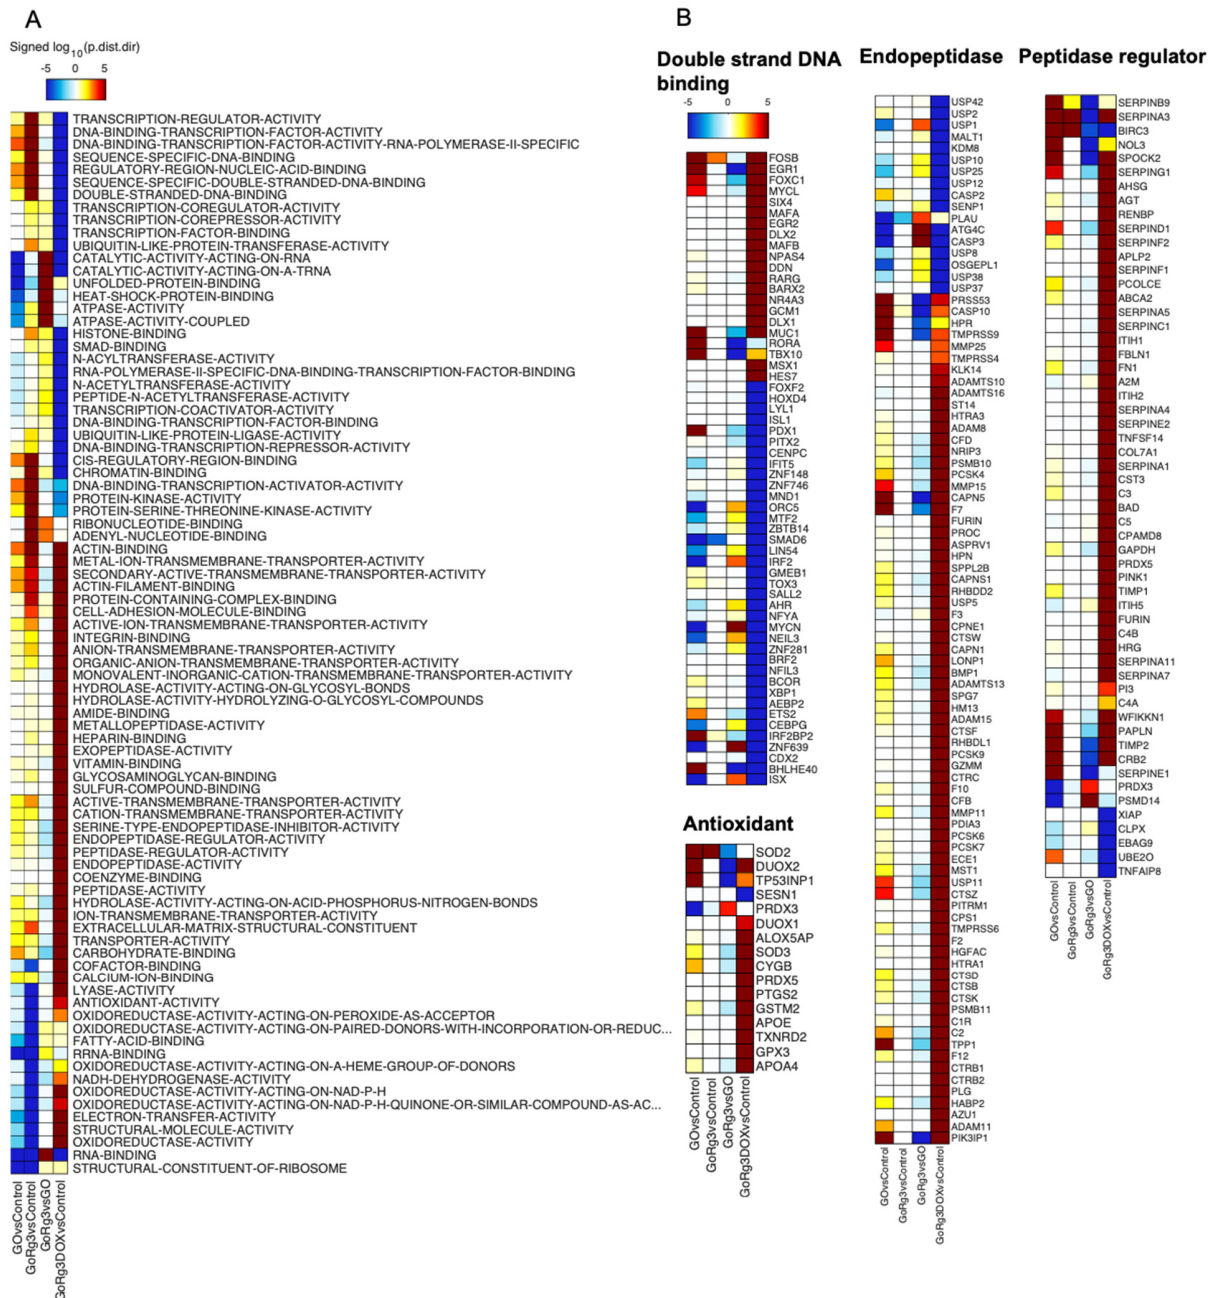

Figure S8. Effect of DOX delivered by GO-Rg3-DOX. A) Results of the directional GSA of DE analysis for GO, GO-Rg3, and GO-Rg3-DOX treated versus control samples. Only the molecular function (GO\_terms) gene set collection retrieved from downloaded MSigBD database is shown here, and sets with <10 genes were excluded. The more significant (lower value) of the two directional P values for each gene set is shown in the heatmap as a  $\log_{10}$ -transformed value. The

distinct directional gene set P values ( $p_{\text{adj},\text{dist},\text{dir}}$ ) are calculated for coordinated increases ( $p_{\text{adj},\text{dist},\text{dir-up}}$ ) and decreases ( $p_{\text{adj},\text{dist},\text{dir-down}}$ ) in expression. The value is also “signed,” meaning that gene sets with a more significant decrease than increase ( $p_{\text{adj},\text{dist},\text{dir-down}} < p_{\text{adj},\text{dist},\text{dir-up}}$ ) are negative; otherwise, they are positive. Only gene sets with a  $p_{\text{adj},\text{dist},\text{dir}}$  less than  $1e-6$  in at least one of the comparisons are shown. B) Significantly changed genes in gene sets associated with double strand DNA binding, ion transmembrane transporter activity, endopeptidase activity, antioxidant activity, and peptidase regulator activity are shown in the heatmap, colored by  $\log_2\text{FC}$  of the genes in GO, GO-Rg3, and GO-Rg3-DOX treated samples compared with untreated samples, and also GO-Rg3 compared with GO treated samples. The cut-off for all gene sets (except ion transmembrane transporter activity  $|\log_2\text{FC}| > 2$ )  $|\log_2\text{FC}| > 1$ . Log fold-change directionality (increase or decrease) information was incorporated with  $\log_{10}(p_{\text{adj}})$  for representing the significance of differential expressed genes in each gene set. Genes associated with these gene sets were extracted from molecular function gene set.

Table S1. Selected differentially expressed genes affected by GO-Rg3-DOX treatment compared with non-treated samples in gene sets associated with double strand DNA binding, endopeptidase activity, antioxidant activity, and peptidase regulator activity.

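Of the 24 genes that the paper names for GO–Rg3–DOX, all changed in the stated direction at an adjusted p below 0.01 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes tested and over the 24 alone. As they are the paper's own calls on these data, the latter shows no stability. The log2 fold change threshold was also passed by 23 of them. At that adjusted p, the number was 24 with the replicate block and with DESeq2, and 23 with the GC content offset.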

| Gene classification        | Gene                                                                   | Function                                                         | Expression      |
|----------------------------|------------------------------------------------------------------------|------------------------------------------------------------------|-----------------|
| Transcription regulatory   | Intestine specific homeobox ( <i>ISX</i> )                             | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | Basic helix-loop-helix family member e40 ( <i>BHLHE40</i> )            | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | Caudal type homeobox 2 ( <i>CDX2</i> )                                 | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | Interferon regulatory factor 2 binding protein 2 ( <i>IRF2BP2</i> )    | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | ETS proto-oncogene 2 ( <i>ETS2</i> )                                   | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | X-box binding protein 1 ( <i>XBPI1</i> )                               | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | Nuclear factor interleukin 3 regulated ( <i>NFIL3</i> )                | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | Zinc finger protein 281 ( <i>ZNF281</i> )                              | Function in development and differentiation                      | Under-expressed |
| Transcription regulatory   | BRF2 RNA polymerase III transcription initiation factor subunit (BRF2) | It is the general activator of RNA polymerase III transcription. | Under-expressed |
| Antioxidant activity genes | Glutathione peroxidase 3 ( <i>GPX3</i> )                               | Antioxidant activity                                             | Over-expressed  |
| Antioxidant activity genes | Thioredoxin reductase 2 ( <i>TXNRD2</i> )                              | Antioxidant activity                                             | Over-expressed  |
| Antioxidant activity genes | Dual oxidase 1 ( <i>DUOX1</i> )                                        | Antioxidant activity                                             | Over-expressed  |
| Antioxidant activity genes | Superoxide dismutase 3 ( <i>SOD3</i> )                                 | Antioxidant activity                                             | Over-expressed  |
| Antioxidant activity genes | Peroxiredoxin 5 ( <i>PRDX5</i> )                                       | Antioxidant activity                                             | Over-expressed  |
| Antioxidant activity genes | Glutathione S-transferase mu 2 ( <i>GSTM2</i> )                        | Antioxidant activity                                             | Over-expressed  |

|                                              |                                                      |                                                                                                                                                                                                                                                                                                                                                                                              |                 |
|----------------------------------------------|------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------|
| Proteases with the apoptotic function        | Granzyme M ( <i>GZMM</i> )                           | A serine protease, that is constitutively highly expressed in natural killer (NK) cells and play a critical role in NK cell-mediated cytotoxicity [1]. In fact, increased expression of <i>GZMM</i> in GO-RG3-DOX samples may directly degrade inhibitor of caspase-activated DNase thereby release the nuclease activity of caspase-activated DNase for damaging DNA followed by apoptosis. | Over-expressed  |
| Proteases with the apoptotic function        | Hyaluronan binding protein 2 ( <i>HABP2</i> )        | A serine protease, functions as the tumor suppressor negatively regulating cell proliferation and cell migration [2]. Increased expression of <i>HABP2</i> might lead suppressing cell proliferation.                                                                                                                                                                                        | Over-expressed  |
| Proteases with the apoptotic function        | Caspase-10 ( <i>CASP10</i> )                         | A thiol protease, that mediates extrinsic pathway of apoptosis by binding to the death-induced silencing complex (DISC) [3].                                                                                                                                                                                                                                                                 | Over-expressed  |
| Peptidase regulatory with apoptotic function | BCL2 associated agonist of cell death ( <i>BAD</i> ) | BAD promotes cell death.                                                                                                                                                                                                                                                                                                                                                                     | Over-expressed  |
| Peptidase regulatory with apoptotic function | TNF superfamily member 14 ( <i>TNFSF14</i> )         | It stimulates the proliferation of T cells, and trigger apoptosis of tumor cells.                                                                                                                                                                                                                                                                                                            | Over-expressed  |
| Peptidase regulatory with apoptotic function | TNF alpha induced protein 8 ( <i>TNFAIP8</i> )       | It acts as the negative mediator of apoptosis.                                                                                                                                                                                                                                                                                                                                               | Under-expressed |
| Immune response                              | Azurocidin 1 ( <i>AZU1</i> )                         | A glycoprotein packed with other proteins in azurophilic granules of neutrophil that is an important multifunctional inflammatory mediator.                                                                                                                                                                                                                                                  | Over-expressed  |
| Immune response                              | Signal peptide peptidase like 2B ( <i>SPPL2B</i> )   | A protease that localizes to endosomes, lysosomes, and the plasma membrane and cleaves the transmembrane domain of tumor necrosis factor alpha to release the intracellular domain, which triggers                                                                                                                                                                                           | Over-expressed  |

|                 |                             |                                                                                                                                                              |                |
|-----------------|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|
|                 |                             | cytokine expression in the innate and adaptive immunity pathways.                                                                                            |                |
| Immune response | Cathepsin W ( <i>CTSW</i> ) | A member of the peptidase C1 family, is a cysteine proteinase that may have a specific function in the mechanism or regulation of T-cell cytolytic activity. | Over-expressed |

Table S2. Coverage and quality of RNA sequencing (RNA-seq) results of samples used in this study. GRCh37 was used as the reference genome.

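Between 23737 and 26524 genes had at least 1 count per sample, from 23958 to 25115 in untreated cells, 23737 to 24737 after GO, 24063 to 24873 after GO–Rg3 and 24940 to 26524 after GO–Rg3–DOX. Chi-square statistics per gene between samples of the same group ranged from 2.97 to 154, so no pair of replicates differed by less than the sampling noise.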

| Sample ID                 | Total number of sequenced reads (M) | Total number of uniquely mapped reads (M) | RNA integrity number (RIN) | Ratio of all reads aligned to rRNA regions to total uniquely mapped reads (rRNA rate) | Ratio of exon-mapped reads to total uniquely mapped reads (Expression Profile Efficiency) | Total number of detected transcripts with reads $\geq 1$ |
|---------------------------|-------------------------------------|-------------------------------------------|----------------------------|---------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------|----------------------------------------------------------|
| Control                   | 42.9                                | 39.4                                      | 9,60                       | 0                                                                                     | 88.5%                                                                                     | 24,361                                                   |
| Control                   | 34.9                                | 32.4                                      | 8,90                       | 0                                                                                     | 86.6%                                                                                     | 23,958                                                   |
| Control                   | 48.5                                | 44.3                                      | 9,50                       | 0                                                                                     | 88%                                                                                       | 25,115                                                   |
| 400 $\mu$ g/ml GO         | 35.6                                | 33.4                                      | 8,80                       | 0                                                                                     | 85.9%                                                                                     | 23,737                                                   |
| 400 $\mu$ g/ml GO         | 43.3                                | 40.1                                      | 9,70                       | 0                                                                                     | 86.5%                                                                                     | 24,674                                                   |
| 400 $\mu$ g/ml GO         | 43.0                                | 38.9                                      | 9,80                       | 0                                                                                     | 85.5%                                                                                     | 24,737                                                   |
| 400 $\mu$ g/ml GO-Rg3     | 42.1                                | 38.2                                      | 9,60                       | 0                                                                                     | 88.2%                                                                                     | 24,063                                                   |
| 400 $\mu$ g/ml GO-Rg3     | 34.0                                | 32.0                                      | 9,60                       | 0                                                                                     | 84.3%                                                                                     | 24,196                                                   |
| 400 $\mu$ g/ml GO-Rg3     | 43.0                                | 39.8                                      | 9,70                       | 0                                                                                     | 86.7%                                                                                     | 24,873                                                   |
| 100 $\mu$ g/ml GO-Rg3-DOX | 40.9                                | 37.9                                      | 9,60                       | 0                                                                                     | 88.5%                                                                                     | 24,940                                                   |
| 100 $\mu$ g/ml GO-Rg3-DOX | 41.9                                | 37.2                                      | 9,70                       | 0                                                                                     | 87.8%                                                                                     | 26,524                                                   |
| 100 $\mu$ g/ml GO-Rg3-DOX | 38.7                                | 35.1                                      | 9,80                       | 0                                                                                     | 87.4%                                                                                     | 25,403                                                   |

- [1] H. Lu, Q. Hou, T. Zhao, H. Zhang, Q. Zhang, L. Wu, Z. Fan, Granzyme M Directly Cleaves Inhibitor of Caspase-Activated DNase (CAD) to Unleash CAD Leading to DNA Fragmentation, *The Journal of Immunology*. 177 (2006) 1171–1178. <https://doi.org/10.4049/jimmunol.177.2.1171>.
- [2] S.K. Gara, L. Jia, M.J. Merino, S.K. Agarwal, L. Zhang, M. Cam, D. Patel, E. Kebebew, Germline HABP2 Mutation Causing Familial Nonmedullary Thyroid Cancer, *New England Journal of Medicine*. 373 (2015) 448–455. <https://doi.org/10.1056/NEJMoa1502449>.
- [3] F.C. Kischkel, D.A. Lawrence, A. Tinel, H. LeBlanc, A. Virmani, P. Schow, A. Gazdar, J. Blenis, D. Arnott, A. Ashkenazi, Death Receptor Recruitment of Endogenous Caspase-10 and Apoptosis Initiation in the Absence of Caspase-8, *Journal of Biological Chemistry*. 276 (2001) 46639–46646. <https://doi.org/10.1074/jbc.M105102200>.

How the deposited data were processed for this re-analysis (not part of the article)

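RNA from 12 samples of Huh7 cells, a human hepatocellular carcinoma cell line, was sequenced. They were 3 samples each of untreated cells and of cells treated for 6 h with GO at 400 µg/mL, GO–Rg3 at 400 µg/mL or GO–Rg3–DOX at 100 µg/mL. Cells treated with free DOX were not analysed here. Samples were assigned to treatments and replicate numbers by their labels and the paper's methods.

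The authors prepared libraries with a stranded mRNA kit, processed the reads with the NGI-RNAseq pipeline on GRCh37 and counted reads per Ensembl gene with featureCounts. The deposited values are raw counts, whole numbers without normalization, for 63677 genes in each of the 12 samples. The paper's text names neither the annotation release nor the counting options, so it is not known whether the strand was used. Genes that overlap another gene, pseudogenes and members of families with near-identical copies are therefore given as uncertain. Counts per sample ranged from 27802871 to 38877420. At that depth 1 CPM corresponds to many counts in every sample, and genes with 3 or fewer counts in every sample of a group are given as a lower bound of the fold against 3 counts. Such bounds cover counting error only.

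From the counts, genes with at least 10 counts in at least 3 samples were kept, 17092 genes. Counts were scaled by the TMM method of edgeR 4.0.16 in R 4.3.3, and edgeR's quasi-likelihood test was fitted to all 12 samples in one model without a replicate block, since the paper's methods name none. P-values were adjusted by the Benjamini-Hochberg procedure over all genes tested in each of the 4 comparisons: each treatment against untreated cells, and GO–Rg3 against GO. Genes were called at an adjusted p below 0.01 and an absolute log2 fold change above 1, as in the paper, which used DESeq2. Levels are TMM-normalized CPM. Standard errors are those implied by the log2 fold change and the F statistic of the quasi-likelihood test, which gives none itself. The paper's gene set analysis used MSigDB collections that were not used here. Gene families were defined by symbol in their place and tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 32 family tests in each setting. The threshold set for families was an unadjusted camera value of 0.05, and the adjusted p is printed. Principal components were computed from log2 CPM with a prior count of 2. Transcript length and GC content came from an annotation lifted to GRCh37, with values for 16310 of the tested genes (95.4%). SOD2 and RP11-665N17.4 have no entry in it under their identifiers. Genes without values were left uncorrected by the length and GC content offsets, so those offsets do not test them. Tables were made with Python 3.11.15 and pandas 2.3.3.

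The genes named are every gene that the paper's Results, Table S1 or Figure 3c names, apart from an item that is not reported here, and for each comparison the 3 largest rises and the 3 largest falls among called genes whose CPM did not overlap between the groups and whose mean over the 6 samples was at least 1 CPM. Genes of the paper were examined in the comparison that the paper names them for, and those of the glutathione, superoxide, inflammatory, IL6-JAK-STAT3, VEGF and cytochrome P450 groups in 3 comparisons. Another 72 gene comparisons were computed and are not reported; this narrowing was made after the data were seen, and 37 of their 786 results under other settings changed sign.

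The same replicate numbers occur in each group in the sample labels, which do not say what the numbers stand for. Every comparison was therefore also fitted with the replicate number as a block, and the correlation of same-numbered samples' deviations from their group means is given beside it. Alternatives fixed in advance were edgeR's RLE scaling, library totals alone, no filter (35604 genes with any count), at least 10 counts in every sample (13706 genes), the Wald test of DESeq2 1.42.0, the replicate block, an offset for gene length (loess, span 0.5) with and without the block, only the 6 samples compared, each sample left out in turn, adjusted p thresholds of 1e-04 and 0.05, an inter-gene correlation estimated from the data, and a prior count of 0.25. For DESeq2, families were tested by 10000 permutations of gene labels. The GC content offset, with and without the block, was added after seeing the data.

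The fit was tested on simulated counts for 17092 genes with 200 genes changed by a log2 fold change of 2. It recovered 200 of the 200, called 1 unchanged gene, and called 0 genes in a group without changes. The simulation drew its dispersion from a smooth trend and was easier than the real data.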

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

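The families in this part were defined before the data were examined. The offset for GC content and the tests of the mitochondrially encoded genes were chosen only after the result was seen, and the correlation with transcript length was chosen before it was computed. Each family drew attention because the paper does not discuss it and its genes differed from untreated cells, where the untreated samples are the control. Values are median log2 fold changes minus that of all genes.

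The 13 mitochondrially encoded genes were 1.72 higher after GO (adjusted p = 2.5e-09 by limma's camera, 13 of 13 higher), 0.31 higher after GO–Rg3 (adjusted p = 0.0039, 13 of 13) and 1.78 higher after GO–Rg3–DOX (adjusted p = 0.00047, 13 of 13). With the replicate block the values were 1.63, 0.31 and 1.70. Compared directly with GO, they were lower after GO–Rg3 (-1.38, adjusted p = 2.2e-09, 13 of 13 lower). These genes took 24.1%, 12.1% and 14.8% of the counts in the 3 GO samples. Such a share can distort the scaling, but over the other scalings the value after GO was at least 1.66, and the family median before subtraction at least 1.55. Without GO replicate 1, the library with the highest share, the value was 1.23. That library also has the lowest RNA integrity number in the paper's coverage table. With the GC content offset the value was 1.92, and the family median before subtraction 1.91. None of these explanations therefore accounts for the whole rise. With the inter-gene correlation estimated from the data, the adjusted p was 0.27, 0.61 and 0.59. Loss of other RNA from stressed cells and a rise in mitochondrial transcription were not tested, and these cannot be told apart. It may reflect the treatments, as a hypothesis, since all samples of GO and GO–Rg3–DOX were above all untreated samples.

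The 84 cytosolic ribosomal protein genes had values of -0.50 after GO (adjusted p = 5.4e-07, 75 lower), -0.58 after GO–Rg3 (adjusted p = 4.5e-43, 81 lower) and 0.29 after GO–Rg3–DOX (adjusted p = 0.031, 60 higher). In the block fit they were -0.53, -0.59 and 0.28, and with the estimated inter-gene correlation the adjusted p was 0.61, 0.2 and 0.81. Their transcripts are short, and across genes outside the ribosomal and respiratory chain families the log2 fold change after GO–Rg3 rose with transcript length (Spearman correlation 0.26). A difference in the recovery of short transcripts between libraries may thus contribute to the lower values after GO–Rg3. With the length offset the value after GO–Rg3 was -0.48, so that offset did not remove it. After GO–Rg3–DOX the same offset gave 0.09 (adjusted p = 0.35), the block with that offset 0.07 (adjusted p = 0.19), the fit without the filter 0.09 (adjusted p = 0.15) and library totals alone 0.27 (adjusted p = 0.082). The fit without GO–Rg3–DOX replicate 1 gave 0.11, also not past 0.05, so the rise there depends on the settings. Many ribosomal protein genes have pseudogenes that can share their reads, which was not tested. After GO the length offset left the value at -0.50, and leaving out 1 sample in turn gave -0.78 to -0.36. The Spearman correlation of log2 fold change with transcript length there was 0.02 over all genes and 0.18 among the most highly expressed, so a part played by length is not excluded. Since the length offset left -0.50 after GO and -0.48 after GO–Rg3, these values argue against length as the whole cause of either fall. A part played by length beyond what that offset corrects cannot be told apart from a biological explanation.

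The 33 histone genes had values of -0.42 after GO–Rg3 (adjusted p = 0.00041, 28 lower) and 1.42 after GO–Rg3–DOX (adjusted p = 7e-06, 31 higher). In the block fit the values of the histone family were -0.42 and 1.39, and with the estimated inter-gene correlation its adjusted p was 0.27 and 0.2. After GO the value was -0.34 (adjusted p = 0.079), which is not past 0.05. It was past 0.05 with DESeq2 (adjusted p = 0.019), with at least 10 counts in every sample (-0.44, adjusted p = 0.039) and with the GC content offset (-0.46, adjusted p = 0.03, and 0.02 with the block). The rise after GO–Rg3–DOX was 0.80 among genes with at least 10 counts in every sample, 1.26 with the length offset and 1.19 with the GC content offset. Histone transcripts are mostly not polyadenylated, so a change in how much of them passed the selection for polyadenylated RNA, and reads shared between near-identical histone genes, are possible and were not tested. Both signs could come from such a step or from the treatments, and the values do not tell these apart.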

How the results depend on the processing

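The GC content offset, alone or with the replicate block, was chosen after seeing the data; the other alternatives were set in advance. Where a result changed, the cause was not tested.

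Most of the gene numbers kept within 1.5 times their size. For GO against untreated cells, overexpressed genes changed only at an adjusted p below 1e-04 (256), and under-expressed genes with library totals (695), GC content offset (268, and 281 with the block) and 1e-04 (229). Leaving out 1 sample in turn gave 521 to 735 and 410 to 535. With GO–Rg3–DOX, library totals gave 1029 overexpressed and 4937 under-expressed genes and 1e-04 gave 1403 overexpressed; the fits without 1 sample gave 1954 to 2148 and 2903 to 3089.

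GO–Rg3 against untreated cells was the least stable, with few genes near the thresholds. Overexpressed genes numbered 5 with DESeq2, 4 with RLE scaling, 11 without the filter, 4 with the GC content offset (5 with the block), 4 with only the 6 samples, 7 at 0.05 and 0 at 1e-04. Under-expressed genes numbered 32 with DESeq2, 16 with library totals, 52 without the filter, 21 with the replicate block (18 with the length offset too), 19 with the GC content offset (26 with the block), 16 with only the 6 samples, 42 at 0.05 and 1 at 1e-04. Leaving out 1 sample gave 0 to 3 and 1 to 8. At 1e-04 and without untreated replicate 2 or 3 no gene was overexpressed, while 667, 525 and 384 genes were higher at an unadjusted p below 0.05 (2291, 1721 and 1581 in both directions). Of the 10 genes called, DESeq2 shared 9, the block 10, the length offset 6, the GC content offset 9 and the fits without 1 sample 1 to 6.

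For GO–Rg3 against GO, overexpressed genes numbered 220 with library totals, 76 with only the 6 samples and 42 at 1e-04. Under-expressed genes numbered 231, 204 and 99 under these, and 533 at 0.05. Leaving out 1 sample gave 77 to 198 and 257 to 392. Genes shared by GO and GO–Rg3 numbered 15 with DESeq2, 11 with library totals, 30 without the filter, 12 with the replicate block, 13 with block and length offset, 12 with the GC content offset, 14 with that and the block, 25 at 0.05 and 1 at 1e-04, and 1 to 35 without 1 sample. For GO and GO–Rg3–DOX only 1e-04 (149) moved the number past 1.5 times; it was 304 to 445 without 1 sample. For GO–Rg3 and GO–Rg3–DOX it was 14 without the filter, 7 with block and length offset, 8 with block and GC content offset, 12 at 0.05, 1 at 1e-04 and 1 to 6 without 1 sample.

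With the inter-gene correlation estimated from the data, the families past 0.05 after GO no longer were: complex I (-0.31, adjusted p = 0.69), cytochrome c oxidase (-0.42, adjusted p = 0.61), antioxidant (-0.37, adjusted p = 0.59) and cytochrome P450 (-0.26, adjusted p = 0.21). The antioxidant family after GO–Rg3–DOX also was not (0.56, adjusted p = 0.33). These 4 families after GO–Rg3 and the zinc finger family after GO–Rg3–DOX stayed past 0.05 before adjustment only, with an adjusted p of 0.2. The cytochrome P450 family after GO was also not past 0.05 with DESeq2 (-0.26) or only the 6 samples (-0.26), and its value was 0.00 without the filter. After GO–Rg3 it was -0.04 without the filter, and against GO it passed 0.05 with at least 10 counts in every sample (0.19) and the GC content offset (0.05). Without 1 sample the values after GO were -0.53 to -0.18 for complex I (not past 0.05 without GO replicate 2 or 3), -0.63 to -0.33 for cytochrome c oxidase, -0.41 to -0.26 for antioxidant and -0.29 to -0.17 for cytochrome P450 genes. For GO–Rg3 against GO they were -0.26 to 0.01, -0.36 to 0.02, -0.08 to 0.14 and 0.07 to 0.20, so the first 3 signs rest on single samples. Before adjustment, complex I was lower past 0.05 in that comparison without GO replicate 2 (-0.26) or 3 (-0.24). Cytochrome c oxidase was so without GO replicate 3 (-0.36). After GO–Rg3 the 4 families kept their sign and their side of 0.05 in those fits, at -0.42 to -0.37, -0.72 to -0.57, -0.26 to -0.19 and -0.13 to -0.05. The zinc finger family after GO–Rg3–DOX (-1.23 to -1.15) did so too.

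For the 147 gene comparisons reported, the alternatives other than leaving out a sample gave 1593 results. Of these, 1386 kept direction and side of the 0.01 threshold, 55 were weaker, 139 stronger and 13 changed sign. Each change of sign was in a comparison near 0. For GO–Rg3 against GO, GLRX was -0.13 with the GC content offset and -0.13 with the block too, and GLRX2 -0.03 and -0.02. VEGFA for GO–Rg3 against untreated cells was 0.01 with DESeq2, 0.01 with RLE scaling, 0.00 with library totals, 0.02 with the GC content offset, 0.01 with the block too and 0.05 with only the 6 samples. AHRR after GO was -0.06 with library totals, -0.18 with the GC content offset and -0.17 with the block too. Without 1 sample in turn, the signs of these and of IL7 also changed: GLRX -0.07 to 0.16, GLRX2 -0.03 to 0.17, VEGFA -0.06 to 0.04, AHRR -0.11 to 0.17, and IL7 for GO–Rg3 against untreated cells -0.19 to 0.14.

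The replicate block raised 15 of the 147 comparisons past 0.01 and lost none. Same-numbered samples deviated together at 0.153 and 0.157 in the comparisons of GO–Rg3 with untreated cells and with GO, and at 0.022 and 0.011 in those of GO and of GO–Rg3–DOX with untreated cells.

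Depth limits the genes with few counts. C5AR1, IL7, NDUFV2, DUOX1, SOD3, TNFSF14 and CTSW had about 1 CPM or less in untreated cells, and for GZMM, AZU1, SELE, FGD5 and LINC00691 only a lower bound of the fold can be given.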

Differences from the paper's values

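For GO–Rg3 against untreated cells, 10 genes were called against the paper's 22. Of the alternatives set before the data were examined, library totals (18), the replicate block (24), the block with the length offset (21) and only the 6 samples (20) came within 1.5 times of the paper's number. DESeq2 (37), RLE scaling (10), no filter (63), at least 10 counts in every sample (8), the length offset (10), the fits that left out 1 sample (1 to 10) and thresholds of 1e-04 (1) and 0.05 (49) did not. The GC content offset, chosen after seeing the values, gave 23, and 31 with the block. Split by direction, 2 genes were overexpressed against the paper's about 5 in Figure 3b, read by eye. DESeq2 (5), RLE scaling (4), only the 6 samples (4) and the 0.05 threshold (7) were within 1.5 times of it. The other alternatives set in advance were not, nor were the fits without 1 sample (0 to 3), while the GC content offset, chosen after seeing the values, gave 4, and 5 with the block. Where no gene was overexpressed (1e-04, and without untreated replicate 2 or 3), 667, 525 and 384 genes were higher at an unadjusted p below 0.05. Under-expressed were 8 genes against the paper's about 17 in Figure 3b, read by eye. Library totals (16), the block (21), the block with the length offset (18) and only the 6 samples (16) were within 1.5 times; DESeq2 (32), RLE scaling (6), no filter (52) and the others set in advance were not, and the GC content offset, chosen after seeing the values, gave 19.

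Genes shared by GO and GO–Rg3 numbered 7 against the paper's 12. DESeq2 (15), RLE scaling (9), library totals (11), the replicate block (12), the block with the length offset (13), only the 6 samples (10) and the fit without GO–Rg3 replicate 2 (8) were within 1.5 times of it. No filter (30), at least 10 counts in every sample (6), the length offset (7), the other fits without 1 sample (1 to 7, and 35) and thresholds of 1e-04 (1) and 0.05 (25) were not. The GC content offset, chosen after seeing the values, gave 12, and 14 with the block.

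Counts per sample ran from 27802871 to 38877420, where the paper's text gives 8598597 to 14340446 unique reads per sample. The paper's coverage table lists numbers of uniquely mapped reads of the same size as these totals, so the difference is from the range in its text only. No alternative changes these totals.

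The paper lists NDUFV2 among the genes that GO lowers. Its log2 fold change was 1.01 (adjusted p = 0.021 by edgeR's quasi-likelihood test), not past 0.01, and it was positive under every alternative run. NDUFV2 had few counts and overlaps another gene on the opposite strand. All alternatives use these same counts, so their shared sign does not settle the direction. The paper lists NDUFB1 and COX7A2 among genes significantly under-expressed or under-expressed after GO; they were lower (-0.72, adjusted p = 0.013, and -0.55, adjusted p = 0.073) but not past 0.01. NDUFB1 passed 0.01 with DESeq2, library totals, no filter, the replicate block, the length offset with and without the block, and without GO replicate 1. COX7A2 did with library totals, no filter, the block with the length offset, and without GO replicate 1. The adjusted p over the alternatives ranged from 2.5e-06 to 0.063 and from 1.9e-05 to 0.26.

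Of the 22 genes in Figure 3c, 15 were not called. All 15 passed both thresholds without the filter on low counts, and all of them except LCN2 with DESeq2. The replicate block called COX7B, NDUFB1, RP11-51O6.1, RPL39P3, RPS21, RPS29, SAMD11, SERPINA3, SNRPG, SNRPGP2 and USMG5. With the length offset added to the block these were COX7B, LCN2, NDUFB1, RP11-51O6.1, RPL39P3, RPS29, S100P, SAMD11, SERPINA3, SNRPG, SNRPGP2 and USMG5. Only the 6 samples called LCN2, RP11-51O6.1, RPL39P3, RPS21, RPS29, S100P, SNRPG, SNRPGP2 and USMG5, and library totals COX7B, NDUFB1, RPL39P3, RPS21, RPS29, SNRPG and USMG5. The length offset called RPL39P3 and SERPINA3, RLE scaling and at least 10 counts in every sample each SERPINA3, and the fit without GO–Rg3 replicate 2 COX7B. Chosen after seeing the values, the GC content offset called COX7B, NDUFB1, RP11-51O6.1, RPL39P3, RPS21, S100P, SAMD11, SERPINA3 and USMG5, and with the block all 15 were called except the one that overlaps ZBTB20.

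The paper describes CYP1A1 after GO–Rg3 as close to normal; its log2 fold change against untreated cells was -1.79 (adjusted p = 1.3e-07). The paper states that GO–Rg3 reversed the effect of GO on the glutathione genes. Against GO, GLRX and GLRX2 were at 0.03 and 0.07 (adjusted p = 0.91 and 0.71) and passed 0.01 under no setting run. MGST1 and GCLC were at 0.40 and 0.45 (adjusted p = 0.011 and 0.019). MGST1 passed 0.01 with DESeq2, RLE scaling, library totals, no filter, the replicate block, the length offset with and without the block, and without GO or GO–Rg3 replicate 1. GCLC did with DESeq2, no filter, the block, the length offset with and without the block, without GO–Rg3 replicate 1 and, chosen after seeing the values, the GC content offset with and without the block. The adjusted p ranged from 0.00063 to 0.37 for MGST1 and from 0.00076 to 0.084 for GCLC.

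The paper states that GO–Rg3 restored CSF1 and C5AR1. Against GO they were at -0.35 and -1.09 (adjusted p = 0.059 and 0.069). CSF1 passed 0.01 with the block and length offset and without GO–Rg3 replicate 1, with adjusted p from 0.0054 to 0.32 over the alternatives, and C5AR1 under no setting run. The paper also states that Rg3 cancelled the effect of GO on the reactive oxygen species and xenobiotic sets. The antioxidant family here was at 0.02 against GO (adjusted p = 0.83 by limma's camera) and -0.22 against untreated cells (adjusted p = 8.5e-08), and the cytochrome P450 family at 0.16 (adjusted p = 0.074) and -0.11 (adjusted p = 0.0019). These are other sets than the paper's. At least 10 counts in every sample (adjusted p = 0.04) and the GC content offset chosen after seeing the values (adjusted p = 0.042) put the cytochrome P450 family past 0.05 against GO, as did, before adjustment, the fits without GO replicate 3, GO–Rg3 replicate 1 or GO–Rg3 replicate 2. Against untreated cells, the family without the filter (adjusted p = 0.095), and both families with the estimated inter-gene correlation (adjusted p = 0.2), were not past 0.05. The paper's scheme also gives the expression of oxidative phosphorylation genes as restored by GO–Rg3. Here the complex I and cytochrome c oxidase families were at -0.15 and -0.25 against GO (adjusted p = 0.23 for each by camera). Against untreated cells they were at -0.40 and -0.59.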

Other observations

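The GC content test and SLC30A1 were chosen only after the result was seen, and the gene lists for metal response and for the aryl hydrocarbon receptor were drawn up after MT1E, MT1M, MT1X, SLC30A1 and CYP1A1 had been seen among the most changed genes. The other tests in this part were chosen before their results were seen.

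How often other splits of the samples give as many differentially expressed genes was counted. For each of the 4 comparisons, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many genes. That share is never below 0.1 with 3 samples against 3, so a difference by accident of grouping cannot be excluded by this count. The other 9 splits gave 0 called genes. At an unadjusted p below 0.05 they gave 161 to 698 genes for GO against untreated cells (8670 for the real split), 107 to 1699 for GO–Rg3 (2291), from 74 genes, or 0.433% of those tested, to 1.375% of them for GO–Rg3–DOX (11873 genes) and 178 to 3614 for GO–Rg3 against GO (6796). In 4 of the 10 splits, the real one included, all 3 same-numbered pairs are parted. Those other than the real one gave 164 to 558, 107 to 560, 100 to 172 and 178 to 1187 genes, so the splits with most genes keep 2 same-numbered pairs together.

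Genes of high GC content were higher after GO than in untreated cells. The median GC content was 55.5% for overexpressed, 41.0% for under-expressed and 48.4% for other genes, and the Spearman correlation of log2 fold change with GC content across genes was 0.45, and 0.57 among 5648 of the most highly expressed genes. Genes are not independent replicates. The values were 0.45 and 0.58 with the replicate block. A GC bias between libraries could give this. Once each library was corrected for GC content, 60.6% of the called genes were called in the same direction, more than the 50% line that was set after the data were seen. So GC content may account for part of the calls, and the other part remains after the correction. Each library's deviation from the gene means over all 12 samples was also correlated with GC content. These correlations differed inside groups too, from -0.02 to 0.40 in the 3 GO samples and from -0.64 to 0.08 in the 3 GO–Rg3 samples. They are relative to the other libraries. A biological change that follows GC content cannot be told apart from a bias in the libraries.

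Short transcripts were lower after GO–Rg3. Outside the ribosomal and respiratory chain families the Spearman correlation of log2 fold change with transcript length was 0.26 (0.26 with the replicate block), as a length bias between libraries would give, and it was 0.51 among the most highly expressed genes. The 8 under-expressed genes had a median length of 726. A bias in the recovery of short transcripts is thus a candidate explanation for part of the genes called after GO–Rg3, 6 of 10 of which were also called with the length offset.

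Genes lowered by GO–Rg3–DOX were long, with a median transcript length of 3497 against 2140 for overexpressed and 2803 for other genes. If low counts or depth gave this, the relation would vanish among highly expressed genes. Among 5648 of the most highly expressed genes the Spearman correlation of log2 fold change with transcript length was -0.27 (-0.26 with the block), so the test went against that explanation. DOX inserts into DNA and may impede transcription of long genes more, but the correlation with the span of the gene, -0.14, was no stronger than that with transcript length, -0.18. A length bias of the libraries was not excluded.

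Metallothionein genes fell after GO. MT1E, MT1F, MT1X and MT2A had log2 fold changes of -4.76, -3.05, -3.87 and -2.36 against untreated cells (adjusted p = 1.1e-07, 6.9e-08, 3.8e-08 and 3.1e-05 by edgeR's quasi-likelihood test), and MT1M had 0 counts after GO against 20 to 46, at least 9.66-fold lower. MT1A, MT1G and MT1H were below the filter on low counts. These genes are near-identical, so reads could be shared between them. SLC30A1, a zinc exporter gene without a close copy among them, also fell, with a log2 fold change of -2.71 (adjusted p = 5.4e-10, from 81.4 ± 1.93 to 12.4 ± 1.17 CPM). Its fall was known when it was chosen, so it is no test, and whether reads are shared between the metallothionein genes was not examined. If metal-responsive transcription was reduced, SLC39A10, a zinc importer gene that it represses, should be higher, and its log2 fold change was 1.92 (adjusted p = 8.3e-08, from 20.7 ± 0.365 to 78.4 ± 11.1 CPM). The block fit gave 1.91 and the GC content offset 2.27. Less available zinc or other metal in the presence of GO may therefore be a hypothesis for this group. Metal in the medium was not measured in these data, and the paper does not report these genes.

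CYP1A1 fell more than any other called gene of at least 1 CPM without overlap between the groups after GO. It is a target of the aryl hydrocarbon receptor. Of 5 other listed targets with enough counts, 3 were lower past an adjusted p of 0.01: CYP1B1 (-0.85, adjusted p = 0.0072), TIPARP (-0.80, adjusted p = 0.00069) and NQO1 (-0.75, adjusted p = 1.9e-05). AHRR (0.07, adjusted p = 0.81) and ALDH3A1 (0.44, adjusted p = 0.26) were not, and CYP1A2 was below the filter. CYP1B1 was not past 0.01 with the GC content offset (adjusted p = 0.012, with a range of 0.0047 to 0.029 over the alternatives) or when any 1 sample was left out. In the block fit they were -0.86, -0.82, -0.75, 0.08 and 0.44 in this order. Less activity of the receptor may be a hypothesis, with most but not all targets following it and with much smaller changes than CYP1A1.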
